# Cellular and molecular characterization of gametogenic progression in ex vivo cultured prepuberal mouse testes

**DOI:** 10.1186/s12958-017-0305-y

**Published:** 2017-10-18

**Authors:** J. Isoler-Alcaraz, D. Fernández-Pérez, E. Larriba, J. del Mazo

**Keywords:** Spermatogenesis, Ex vivo culture, Gametogenic progression, Testis, Meiosis, microRNA

## Abstract

**Background:**

Recently, an effective testis culture method using a gas-liquid interphase, capable of differentiate male germ cells from neonatal spermatogonia to spermatozoa has been developed. Nevertheless, this methodology needs deep analyses that allow future experimental approaches in basic, pathologic and/or reprotoxicologic studies. Because of this, we characterized at cellular and molecular levels the entire in vitro spermatogenic progression, in order to understand and evaluate the characteristics that define the spermatogenic process in ex vivo cultured testes compared to the in vivo development.

**Methods:**

Testicular explants of CD1 mice aged 6 and 10 days *post-partum* were respectively cultured during 55 and 89 days. Cytological and molecular approaches were performed, analyzing germ cell proportion at different time culture points, meiotic markers immunodetecting synaptonemal complex protein SYCP3 by immunocytochemistry and the relative expression of different marker genes along the differentiation process by Reverse Transcription - quantitative Polymerase Chain Reaction. In addition, microRNA and piwi-interactingRNA profiles were also evaluated by Next Generation Sequencing and bioinformatic approaches.

**Results:**

The method promoted and maintained the spermatogenic process during 89 days. At a cytological level we detected spermatogenic development delays of cultured explants compared to the natural in vivo process. The expression of different spermatogenic stages gene markers correlated with the proportion of different cell types detected in the cytological preparations.

**Conclusions:**

In vitro progression analysis of the different spermatogenic cell types, from both 6.5 dpp and 10.5 dpp testes explants, has revealed a relative delay in relation to in vivo process. The expression of the genes studied as biomarkers correlates with the cytologically and functional detected progression and differential expression identified in vivo. After a first analysis of deep sequencing data it has been observed that as long as cultures progress, the proportion of microRNAs declined respect to piwi-interactingRNAs levels that increased, showing a similar propensity than which happens in in vivo spermatogenesis. Our study allows to improve and potentially to control the ex vivo spermatogenesis development, opening new perspectives in the reproductive biology fields including male fertility.

**Electronic supplementary material:**

The online version of this article (10.1186/s12958-017-0305-y) contains supplementary material, which is available to authorized users.

## Background

Spermatogenesis is a complex cell differentiation process ending in male gamete generation and which entails three main phases: spermatogonial proliferation and renewal, meiosis and spermiogenesis [1]. During the first step, spermatogonial stem cells (SSCs) proliferate generating a stem cell pool or differentiating into spermatogonial cells. In mice, this occurs around the third postnatal day [2–4]. Spermatogonial cells go through different stages being the most representative type A spermatogonia, intermediate spermatogonia and type B spermatogonia. These last differentiate into primary spermatocytes which initiates the meiotic process [5] ending in generation of haploid cells (round spermatids) [3, 6]. Finally, in spermiogenesis, the round and elongated spermatids suffer deep morphological and physiological changes that include the replacement of histones by nuclear protamines, the elimination of nearly all cytoplasm, a nuclear condensation and the acrosome and flagellum formation that lead into spermatozoa genesis [3, 7, 8].

The spermatogenic process requires a regulated fine-tuning, which includes genetic, metabolic and hormonal regulations and even specific physiological conditions such as an optimal testes temperature control, lower to the body temperature in placental mammals [9, 10]. This germ line regulation is also mediated by the participation of testicular somatic cells as the Leydig cells, located in the intertubular regions, the myoid cells organizing the tubular wall and the Sertoli cells inside of the seminiferous tubules orchestrating the cell-cell interactions with the germ cells [2, 11, 12].

Defined gene expression patterns regulate the spermatogenic process both at a coding [13–16] and non-coding gene level. Currently, it is known that small non-coding RNA (sncRNA) participation is crucial as a post-transcriptional regulator. Amongst the sncRNA types, microRNAs (miRNAs) and Piwi-interacting RNAs (piRNAs) are being studied as regulatory elements essential in gamete differentiation and in pathologies leading to infertility [17–21].

The complexity of this terminal cell differentiation system plus its high regulation has complicated the development of in vitro models capable to reproduce the entire spermatogenic process [22–24]. Furthermore, cellular and molecular interactions caused by gonad architecture [25] should also be considered when trying to recreate this complex process.

Pioneer studies carried out last century in the decade of the 20’s tried to facilitate and develop ex vivo spermatogenesis systems [26]. Up to 1960–1970, most of the in vitro spermatogenesis experiments were performed using organ culture methods. In some of them, the spermatogenesis reached the meiotic phase but such cultures proved ineffective to generate spermatids [27, 28]. During the 80’s, in vitro spermatogenesis experiments replaced organ cultures by cell cultures, although these last never produced functional haploid cells [29]. Use in cultures of support cells, as for instance Sertoli cells, in order to promote the entire in vitro spermatogenic process marked a milestone event [30], even though proving impossible to reproduce. Over the last few years different culture conditions have been modified, including media components, temperatures, oxygen concentrations and cell architecture, geared towards obtaining better systems to reproduce the spermatogenic process [31]. Finally in the year 2011 the group of Ogawa developed a testis explant culture system capable of completely reproducing the spermatogenic process [32]. The system based on maintaining tissue architecture on a gelatinous support soaked with a defined culture medium has created enormous expectation. Authors achieved to generate spermatozoa that in microinsemination assays allowed to bring forth viable progeny [32, 33].

Although this last methodology looks like a notable advance to study spermatogenesis, the method ought to be improved in order to reproduce fully the ex vivo spermatogenic process in a similar fashion as occurs in vivo. This requires to undertake a comparative analysis of the ex vivo differentiation progress with the corresponding in vivo developmental stages. We present here a comparative deep analysis of the cellular and molecular dynamics operating during ex vivo spermatogenesis, extending the culture period from prepuberal mouse testis up to three months of continuous culture and testing two different culture medium supplements. This has been achieved by characterizing development and differentiation stages of the spermatogenic process after different days in culture and by assessing different gene expressions playing a key role in spermatogenesis. This may well improve the method allowing to identify associated molecular markers, including small non-coding RNA expression patterns, to further improve and implement normal and pathological spermatogenesis studies.

## Methods

### Animals

*Mus musculus* strain CD1 was used as model, supplied by the bioterium of the Centro de Investigaciones Biológicas-Consejo Superior de Investigaciones Científicas (CIB-CSIC) and bred under specific pathogen-free (SPF), temperature (22 ± 1 °C) and controlled humidity (50–55%) conditions. Animals were housed exposed to a 12 h light/dark regime and had ad libitum access to food and water. Animals were used at the age of 6.5 days *post-partum* (dpp) and 10.5 dpp to study the culture progression when meiosis was initiated (10.5 dpp animals) or before the meiotic onset (6.5 dpp animals). All animals aged 6.5 dpp and 10.5 dpp were sacrificed by decapitation. Adult mice were sacrificed by cervical dislocation and were used as study controls.

### Tissue culture

Tissue cultures were performed following the protocols described by Yokonishi et al. (2013) [34].

### Culture medium

The culture medium used was α-Minimum Essential Medium (α-MEM) (Gibco, Maryland, USA). 10.1 g of α-MEM powder were dissolved in 500 ml of Ultra-Pure Milli-Q® water to prepare α-MEM 2X stock. To 100 ml of this medium, 20 ml of KnockOut™ Serum Replacement (KSR) (Gibco), 5.2 ml of sodium bicarbonate (7% *w*/*v*) (Merck, Darmstadt Germany) and 2 ml of Penicillin-Streptomycin (10,000 u/ml Penicillin; 10,000 μg/ml Streptomycin) (Gibco) were added and then completed to 200 ml with Ultra-Pure Milli-Q® water. To evaluate the effectiveness of an alternative culture medium, other set of experiments was carried out adding 8 g of rich-lipid bovine serum albumin (AlbuMAX™ I) (Gibco) instead of KSR. All media were sterilized by filtration through a 0.22 μm membrane using Stericup® Millipore Express® PLUS (Merck Millipore, Madrid, Spain) and stored at 4 °C until use.

### Culture mounting

An aqueous sterile solution of 1.5% (*w*/*v*) agarose (Conda, Madrid, Spain) was solidified into sterile dishes (60 × 15 mm) covering 70% of their volume. Once solidified, the gel was cut into hexahedron shapes of about 13x13x7 mm in size with a sterile blade. These hexahedrons were soaked in fresh culture medium in a dish during at least 24 h in a 5% CO_2_ 95% air atmosphere at 34 °C to replace their initial inside water conformation with fresh medium.

### Culture method

The procedure described by [34] was followed. In brief, testes were removed from CD1 mice by *post-mortem* dissection taking care to eliminate the tunica albuginea in order to leave the seminiferous tubules in tight contact with the medium. Immediately, testes were placed at room temperature into dishes with fresh medium taking care not to disrupt the tissue structure. Subsequently, testes were cut into two halves to facilitate culture medium penetration. One to three hexahedrons were placed per well inside 6-well cell culture plates. Three testis explants were cultured on each hexahedron, one explant considered an entire testis in the case of the 6.5 dpp or half a testis in the case of the 10.5 dpp matter. Culture medium was added to each well up to 80% of the hexahedrons’ heights (Fig. 1). All procedures were carried out under sterile conditions and explants were cultured in a 5% CO_2_, 95% air atmosphere at 34 °C. Culture medium was changed twice a week.

**Fig. 1:**
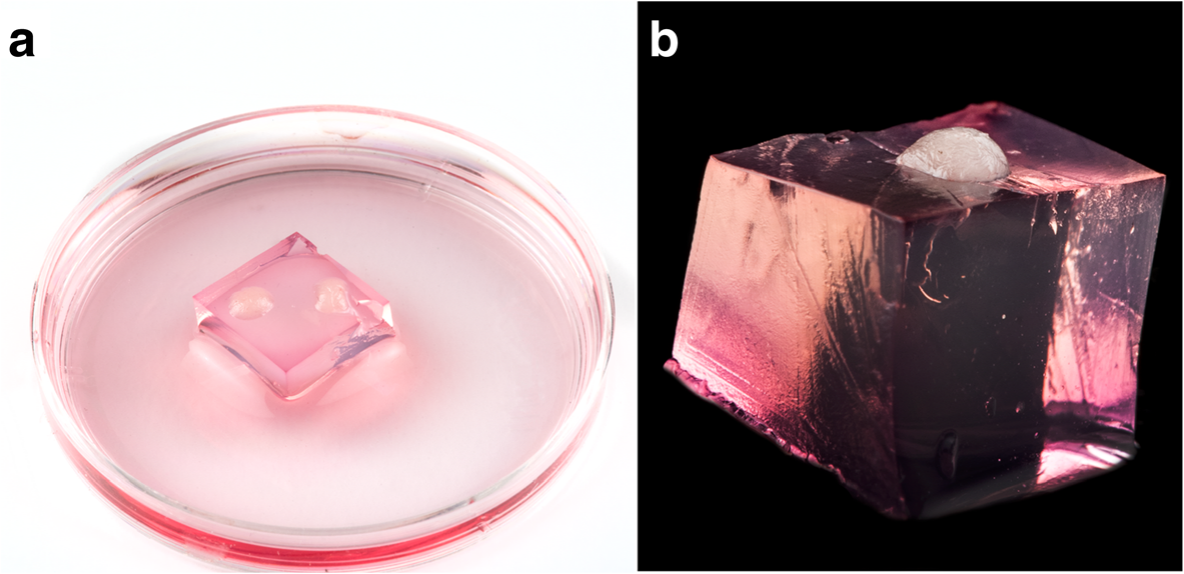
Real images of the culture method (**a**) 6.5 dpp testis explants cultured on an agarose hexahedron with KSR supplemented culture medium. (**b**) Characteristic disposition of a testis explant on an agarose block used for this culture method

### Cytological analysis of the spermatogenic culture progression

Three testis explants were removed after different specific days in culture and placed individually in a concave slide containing 100 μl of phosphate buffered saline (PBS). Cytological preparations were performed following classical procedures [35]. Tissue was dissociated in PBS using two fine forceps creating a monocelular suspension by continuous pipetting. The suspension was collected avoiding non-dissociated pieces and was centrifuged at 1000–1200 rpm at 4 °C for 15 min. The supernatant was removed and the cell pellet was resuspended adding a fixative solution (Carnoy solution): methanol (Merck) and glacial acetic acid (Merck) 3:1 up to a 5 ml volume. After fixation at 4 °C for at least 5 min samples were centrifuged using the same before mentioned conditions. The supernatant was removed and fresh fixative solution was added to the resuspended cells acting for 30 min at 4 °C. Thereafter, samples were once again centrifuged under the same conditions. The supernatant was removed, pellets were resuspended and fresh fixative solution was added depending on the required cell concentrations for microscope analysis (about 200–300 μl). For cellular smears, each cytological preparation was performed by spreading a single cell suspension drop over a glass slide with an inclination of about 45 degrees dropping from a height of about 25 cm. After drying, preparations were stained with UltraCruz® Mounting Medium with DAPI (Santa Cruz Biotechnology, California, USA) and analyzed under fluorescence microscopy (Olympus, Southend-on-Sea, UK). The different cell types identified according to nuclear morphology were recorded to establish the different germ cell proportions. Somatic cells such as Sertoli cells have not been considered to carry out the cellular profiling due to their lack of a clearly defined nuclear morphology during the early spermatogenetic development stages.

### Immunocytochemistry

Cytological preparations were performed by cytospin following standard procedures [36]. In short, 2–3 explants were removed from culture and dissociated in PBS using two fine forceps. The cell suspension was cytocentrifuged over round 12 mm diameter coverslips for 10–15 min at 1000 rpm. The cells attached to coverslips were fixed using 1% paraformaldehyde (PFA) [37] (Sigma-Aldrich, Spain) in PBS at 4 °C for at least 2 h. Alternatively, cells on coverslips were fixed in 100% methanol at −20 °C for 30 min to 1 h and post-fixed and permeabilized in acetone at −20 °C for 15 s followed by a 0.1% Triton X-100 in PBS rinse. Samples fixed in PFA were directly rinsed in 0.1% Triton X-100 in PBS for 10 min. Later, they were incubated with 5% bovine serum albumin (BSA) for 30 min followed by incubation with primary antibodies anti-SYCP3 mouse IgG_1_ (one commercial from Santa Cruz Biotechnology and the other kindly provided by Dr. J.L. Barbero), 2 μg/ml in a humidified chamber at 4 °C overnight. After washing cells three consecutive times for 10 min in PBS, they were incubated with the secondary antibody goat anti-mouse IgG_1_ Alexa Fluor® 488 (Invitrogen, USA) at 37 °C for 1 h in the dark. Afterwards, cells were rinsed 3 times in PBS and mounted with mounting medium containing DAPI (Santa Cruz Biotechnology). Cells were analyzed and recorded under fluorescence microscopy (Olympus) and laser confocal microscopy (Leica TCS SP5, Wetzlar, Germany).

### Total RNA isolation and RT-qPCR gene expression analysis

For eeach analysis, two testis explants were homogenized with a sterile mini Potter homogenizer after different culture times and RNA was isolated using TRIsure™ (Bioline, London, UK) and Direct-zol™ RNA MiniPrep commercial kit (Zymo Research, California, USA) according to the manufacturer’s specifications. Concentration and integrity of the isolated RNA was assessed making use of a Nanodrop™ ND-1000 (Thermo Fisher Scientific, Madrid, Spain) and Bioanalyzer 2100 (Agilent Technologies, Madrid, Spain). To analyze gene expression, RNA was reverse transcribed in the presence of 2.5 μM oligo d(T)_17_, 0.5 mM of each dNTP, 500 ng RNA and RNase-free water up to 13 μl, heated at 65 °C for 5 min followed by 1 min on ice, adding 1X SSIV buffer, 5 mM DTT, 2u RNAsin® Ribonuclease Inhibitor (Promega, Madrid Spain), 10u/μl SuperScript® IV Reverse Transcriptase (Invitrogen) and RNase-free water until obtaining a final volume of 20 μl. All reagents were incubated for 10 min at 52.5 °C. Reverse transcriptase was inactivated by incubating the mix at 80 °C for 10 min.

qPCR reactions were performed according to the MIQE guidelines [37] using for each reaction: 1X LightCycler® 480 SYBR Green I Master (Roche, Madrid, Spain), 0.0625 μM forward primer, 0.0625 μM reverse primer, 25 ng cDNA from the RT reaction and RNase-free water up to a volume of 10 μl. Primer sequences used are included in Additional File 1. qPCR conditions comprised 1 cycle at 95 °C for 3 min and 45 cycles of 15 s at 95 °C and 1 min at 60 °C.

To calibrate the primer efficiencies 5 serial dilutions were performed using adult testis cDNA. The analysis was carried out with 3 technical replicas and relative gene expression was calculated using the 2^-ΔΔCt^ method [38]. *Ppia*, *U6* and *H2afz* gene expressions were used to normalize data.

### Next generation sequencing (NGS) of small non-coding RNAs

RNA size separation, preparation of libraries and NGS were performed by a commercial agreement with the Beijing Genomics Institute (China) using 2 μg of total RNA isolated from each sample using the HiSeq 2000 (Illumina, California, USA). Small RNA-seq was performed at a depth of 10 million sequences and a 50 nucleotide extension. Thereafter used adaptors were trimmed and a read quality analysis using the program FastQC was assessed (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Once the data had been filtered, reads were aligned against the mouse genome (mm10) using the Bowtie aligner [39]. Next, reads were sequentially aligned against different sncRNAs databases retaining the mapped reads: miRBase 21 [40], piRBase [#1]^1^, and Ensembl’s non-coding RNAs database [#2]^2^. Finally, reads that did not map against any of the sncRNAs databases nor against the mouse genome were classified as “unannotated”. The bioinformatic pipeline is included in the Additional File 2.

### miRNA RT-qPCR and NGS/RT-qPCR correlation

In order to validate NGS data, miRNA RT-qPCR was performed using custom stem-loop primers and TaqMan probes (Appled Biosystem) according to the manufacturer’s specifications. Three miRNAs selected at random among those highly expressed at 6dpp were selected: miR-let7a-5p, miR-99b-5p and miR-486a-5p. 

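In T6, miR-99b-5p ranked 4, let-7a-5p ranked 7 and miR-486a-5p ranked 37 among the 331 miRNAs by reads, with 452405, 274540 and 22418 reads. miR-99b-5p is encoded on chromosome 17 of GRCm38 from 17830188 to 17830257, in an intron of Spaca6. miR-486a-5p is encoded on chromosome 8 from 23142555 to 23142682, in an intron of Ank1, and its reads could not be separated from those of miR-486b-5p, listed with 22311 reads in T6. Relative to T6, the CPM of let-7a-5p lay between 0.368 and 0.631 in the other 6 libraries, with medians over them of 0.433 for let-7a-5p, 0.615 for miR-99b-5p and 0.556 for miR-486a-5p. All ratios of let-7a-5p and miR-99b-5p to T6 were below 1, and 5 of 6 of miR-486a-5p. The exception was miR-486a-5p in T6-12K, at 1.52, whereas T6-12A stood at 0.265. The lowest ratio of miR-99b-5p, 0.224, was in TAD. The RT-qPCR values were not analysed here.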

Their expressions were measured and compared to NGS data. For this, we performed reverse transcription using the same RNA used in NGS, following the manufacturer’s instructions by stem-loop primers (16 °C for 30 min, 42 °C for 30 min and 85 °C for 5 min). Next, the qPCR reactions were performed using TaqMan probes under the following conditions: 95 °C for 15 min, 45 cycles of 15 s at 95 °C and 60 s at 60 °C. The analysis was performed in 5 technical replicates and data were normalized using the ΔΔCt Livak method [38] and *U6* gene as reference. Each value both in NGS and RT-qPCR was considered relative to the value at 6dpp testis. Finally, data from qPCR and NGS were compared using Pearson Product Moment Correlation (*R* = 0.67; Additional File 3).

### Statistical analysis

Data were analyzed by a One-way ANOVA, followed by Dunnet’s test in order to compare each sample against an initial control situation and by Bonferroni’s test in order to compare couples of non-dependent samples. Data are expressed as mean (SD) and *p* < 0.05 was considered statistically significant. All statistical analysis was performed using the GraphPad Prism 5.03 software (California, USA).

## Results

### Cytological analysis of the spermatogenic progression in ex vivo cultures

Regarding the ex vivo spermatogenic progression analysis, testicular mouse explants of 6.5 dpp and 10.5 dpp were cultured and assessed at two extended culture periods (respectively after 55 and 89 days). Both cytological viability and spermatogenic progression were evaluated. All cultures were processed according to 2 different media supplements: KSR and AlbuMAX™ I, comparing their progression and cell differentiation stages.

An initial visual assessment of the morphological and external explant features evidenced that testis explants cultured on AlbuMAX™ media exhibited a reduced volume with respect to those explants cultured on KSR media. Moreover, the cytological analysis revealed that cells cultured on AlbuMAX™ media frequently presented an aberrant nuclear morphology, up to the extent that it was impossible to correctly characterize a cellular pattern and finally it was only possible to consider data obtained from the samples cultured on KSR media.

Focusing on the culture results of the KSR supplemented media we have been able to confirm that according to the method’s initial authors [32], both 6.5 dpp and 10.5 dpp testes cultures have allowed a complete spermatogenic progression (Figs. 2A-B). The comparative culture differentiation analysis so far not performed, indicated that the progression from spermatogonia to elongated spermatids or even spermatozoa was suffering a relative delay compared with the classical normal established in vivo dynamics [3] (Figs. 3A-B).

**Fig. 2:**
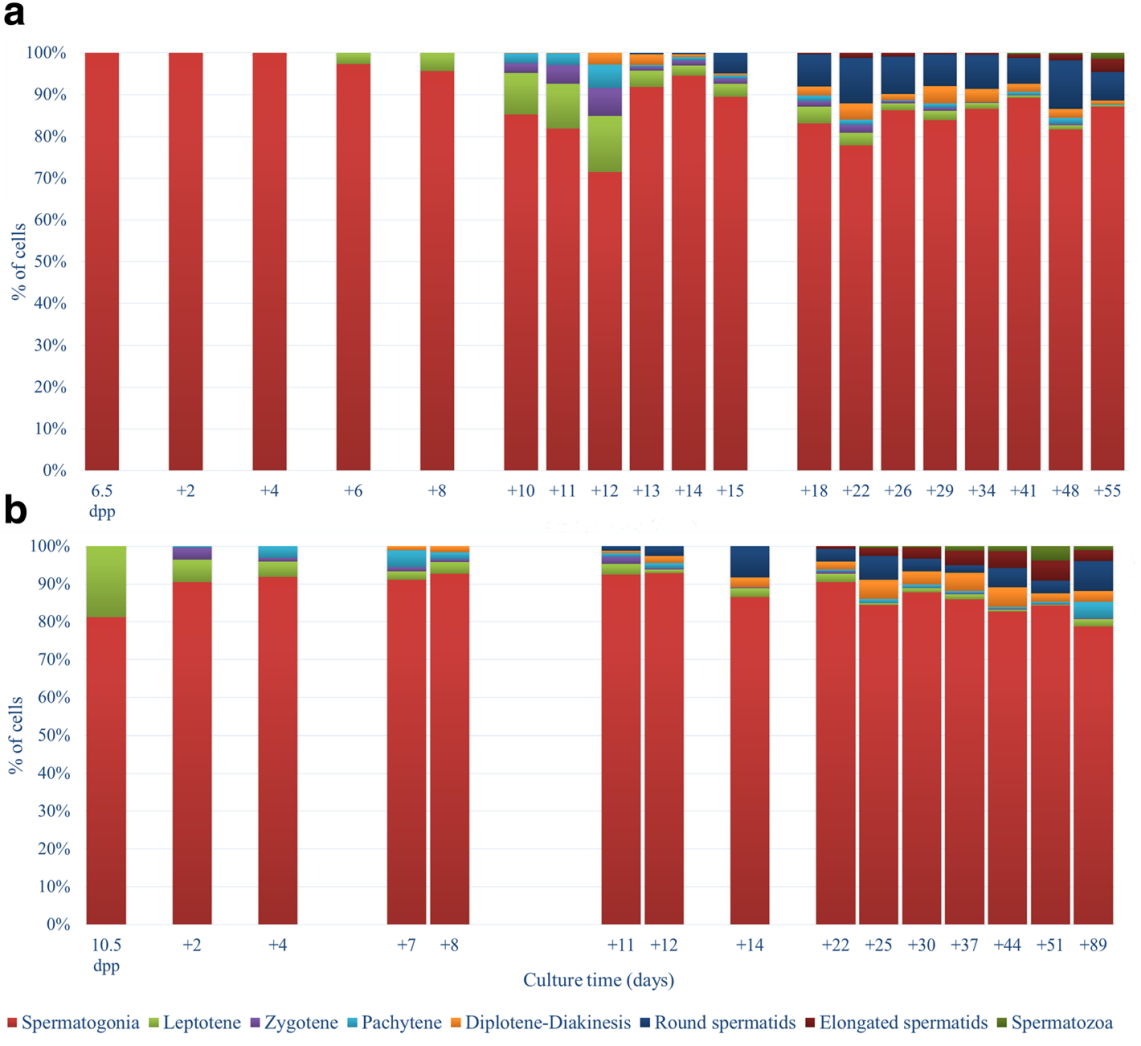
Spermatogenic progression at cellular level. Different germ cell type proportions along the culture period considering 6.5 dpp explants (**a**) and 10.5 dpp explants (**b**)

**Fig. 3:**
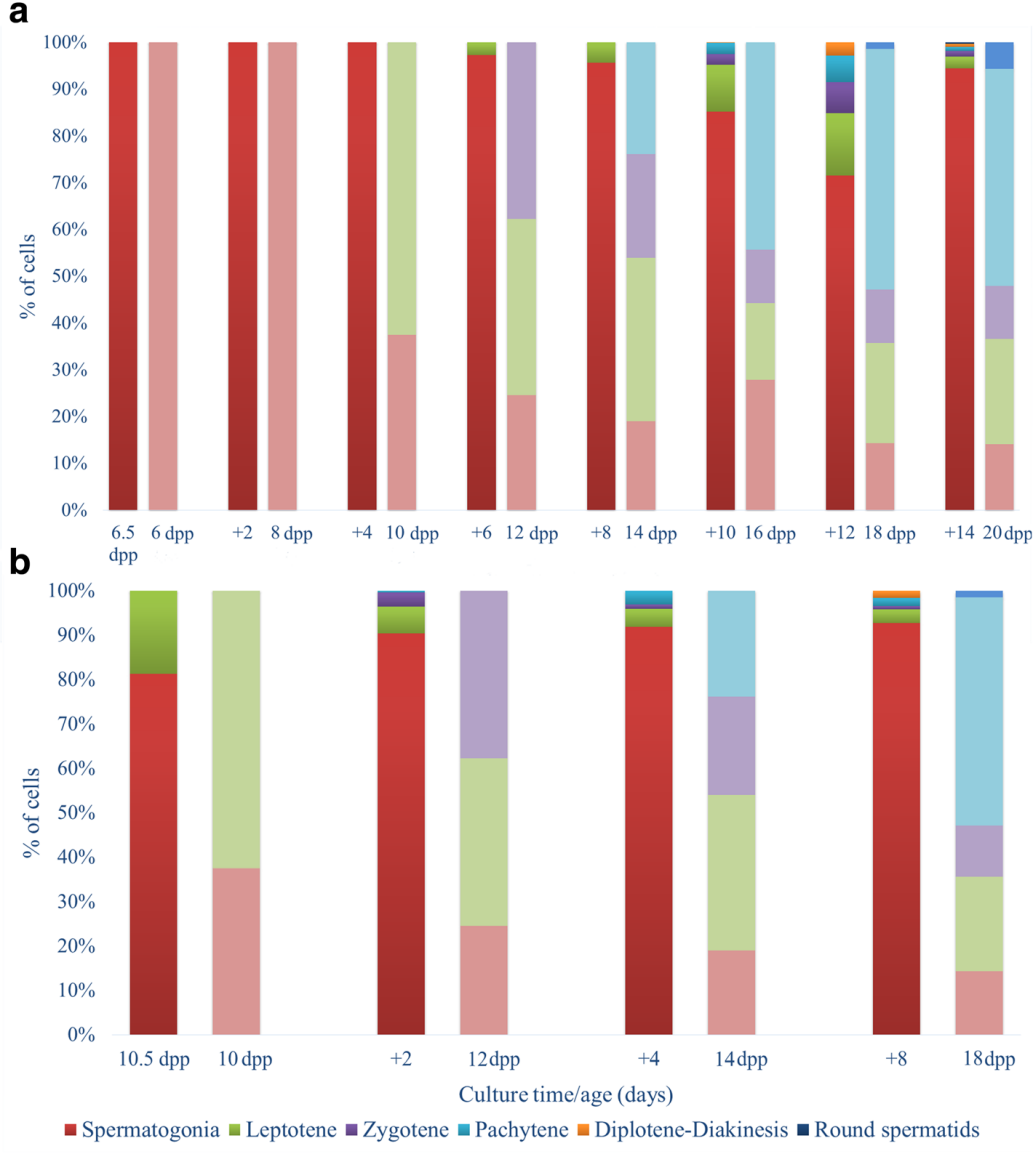
Spermatogenic ex vivo progression from 6.5 dpp testes (**a**) and 10.5 dpp testes (**b**) compared to the natural in vivo situation. Each column pair represents, to the left each sample’s different germ cell type proportion along the culture period. To the right is shown the in vivo germ cell proportion corresponding to the equivalent cultured explant age. The in vivo data are derived from Bellve et al., (1977)

As expected, in 6.5 dpp testes, meiosis was not initiated when cultures started. Nevertheless, after 6 days in culture a few cells initiated early meiotic prophase. After 10 days in culture the first pachytene cells could be identified (Fig. 4A); the in vivo equivalent to 16 dpp. However in vivo, about 50% of germ cells (without considering somatic cells) could be detected as pachytene spermatocytes, having appeared in this first wave of spermatogenesis about 3 days before [3]. At culture day 12 we detected the highest proportion of meiotic spermatocytes, although representing only about 30% of the germ cells. Remarkably, at 18 dpp more than 80% of germ cells can be identified as meiotic spermatocytes derived from in vivo testis samples, roughly corresponding to culture day 12 (6.5 dpp + 12). To specify within this developmental window better the differentiation progression dynamics we proceeded to assess the cellular profiles day by day commencing day 10 up to 15 days cultured. At culture day 13 the first round spermatids appeared even though in reduced proportion. Surprisingly, a similar low proportion of round spermatids was detected at the close equivalent of the 18 dpp in vivo period [3], notwithstanding that the ex vivo culture meiotic spermatocyte proportion was far lower than that observed in in vivo testis (Fig. 4B). This strongly suggests that the number of germ cells that exit meiosis and enter in a spermatid phase could depend on limiting factors regardless of the meiocyte population size. Finally, the first premature spermatozoa were detected at culture day 41 corresponding to 47–48 days in vivo testis, indicating a significant delay of more than 15 days [41] (Fig. 4C).

**Fig. 4:**
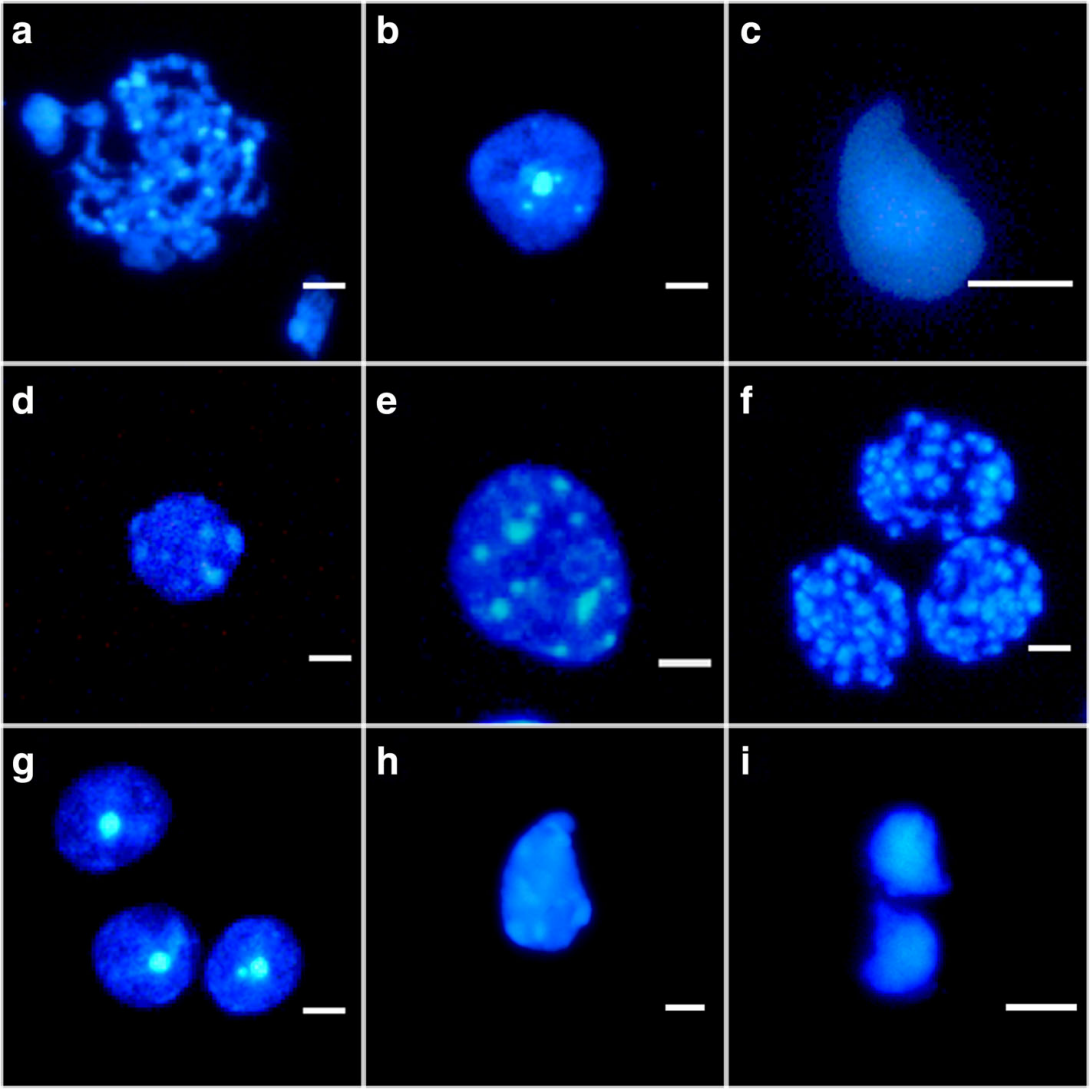
Nuclear morphology of the spermatogenic process in different cell types along the culture progression. (**a**) Pachytene cell at culture day 10 of a 6.5 dpp explant. (**b**) Round spermatid at culture day 13 of a 6.5 dpp explant. (**c**) Sperm head at the elongation phase after 41 culture days of a 6.5 dpp explant. (**d**) Type A spermatogonium at culture day 4 of 6.5 dpp explant. (**e**) Type B spermatogonium at culture day 6 of 6.5 dpp explant. (**f**) Spermatogonial mitosis at culture day 6 of a 6.5 dpp explant. (**g**) Round spermatids at culture day 11 of a 10.5 dpp explant. (**h**) Elongated spermatid at culture day 22 of a 10.5 dpp explant. (**i**) Sperm heads at culture day 25 of a 10.5 dpp explant. DAPI stained. Scale bars represent = 5 μm

Throughout the cultures’ progressions a high spermatogonial cell proportion was detected, both of type A and of type B spermatogonia, although these last seemed to be more abundant (Fig. 4D-E). In any case, at the initial culture stages it was possible to frequently detect spermatogonial mitosis (Fig. 4F), suggesting that the spermatogonia type A proliferative activity had not been disrupted by the potential stress produced by culture.

In contrast to the 6.5 dpp explants, the 10.5 dpp explants corresponded to in vivo testes in which the meiotic phase had already begun. In these explants, the spermiogenic phase was detected after 11 culture days, time point allowing to observe the first round spermatids (Fig. 4G). After 22 days cultured the first elongated spermatid appeared (Fig. 4H) and further progressed into premature spermatozoa, observed since culture day 25 (Fig. 4I). In other words, the beginning of spermiogenesis was delayed (3 days) in contrast to the in vivo situation [3].

To confirm the cytological progression, 3 different samples were analyzed by immunocytochemistry using antibodies against a meiotic process specific protein: SYCP3. This protein is considered a well-known pachytene marker being a component of the synaptonemal complex lateral elements. Explants of 6.5 dpp were processed after 14 and 15 culture days by cytospin procedures and immunodetection. Samples showed basic recognizable images of the synaptonemal complexes in agreement with the cytological analysis results (Fig. 5). In addition, similar results were also obtained by an alternative anti-SYCP3 antibody produced in our Center (J.L. Barbero) (data not shown).

**Fig. 5:**
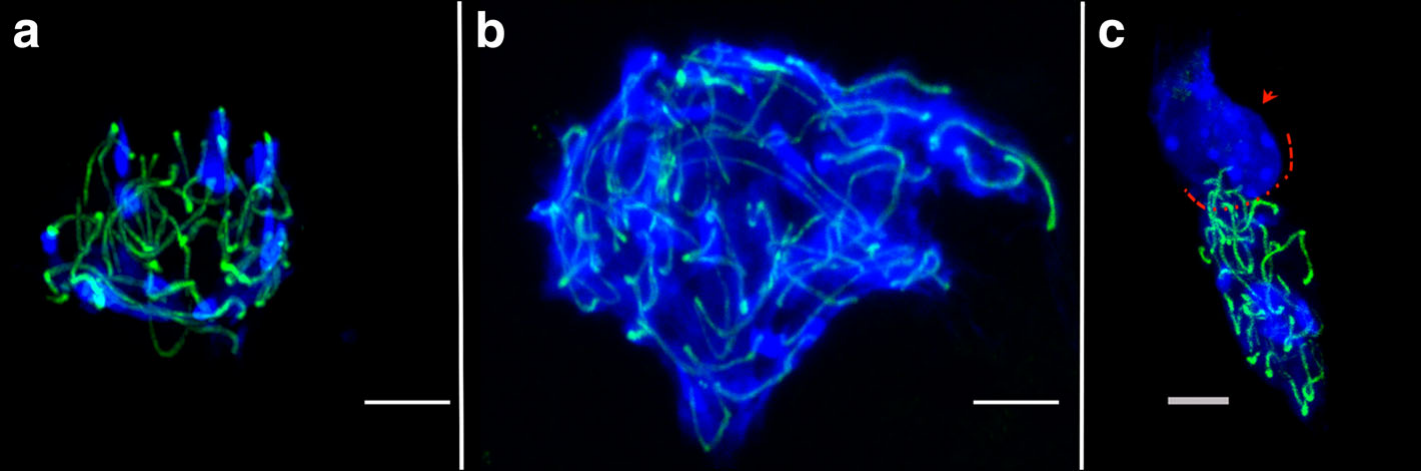
SYCP3 protein immunodetection in . In all samples the synaptonemal complex lateral elements are observed. The nuclei were stained with DAPI (in blue) and SYCP3 protein is shown in green. (**a**) Meiotic cell in pachytene phase after 15 days of culture of a 6.5 dpp explant. (**b**) Meiotic cell in late leptotene phase of an adult sample. (**c**) Two different cells (separated by dot lines in red) The upper cell (arrow) corresponds to a spermatogonia cell. The lower cell corresponds to a meiotic cell in pachytene phase after 14 culture days of a 6.5 dpp explant. Scale bars represent = 5 μm (**a**, **b**) and 25 μm (**c**)

### Differential gene expression analysis along the spermatogenic process

To validate at a molecular level the cytological culture progression and to assess the complete process, we performed RT-qPCR analyses of specific genes with defined expressions in in vivo spermatogenesis. For that purpose, RNA was extracted from 6.5 dpp explants after selected culture periods based on cytological results and processed by RT-qPCR. Gene expression patterns associated with germ cell differentiation and accompanying testis somatic cells were evaluated. Selected genes were: *Sycp1* and *Sycp3,* both highly expressed at the meiotic prophase encoding synaptonemal complex proteins, SYCP1 is localized in the central element and SYCP3 in the lateral elements [42]; *Prm2* and *Prm3* (both encoding protamine proteins) associated with histone replacement during spermiogenesis [43]; *Adam2* (encoding an endoprotease member of a disintegrin and metalloprotease family) related to postmeiotic testis expression [44]; *Trf* (encoding the transferrin protein) used as a Sertoli cell marker [45] and *Fn1* (encoding the fibronectin protein) handled as a seminiferous tubule myoid cell marker [45]. All data were normalized according to the relative gene expression levels at culture onset.

Along the culture spermatogenesis progression, the relative expression of *Sycp1* gradually rose until culture day 12, moment at which the expression was highest. The highest expression point of *Sycp1* fit with the highest meiotic cell proportion cytologically detected. Thereafter, the relative *Sycp1* expression gradually decreased until the culture day 22 subsequently stabilizing. In adult testis, this gene’s relative expression is high because a large proportion of cells are in meiotic prophase I. Finally, 10.5 dpp + 0 culture days evidenced a higher relative expression than that of its hypothetical time development analogue (6.5 dpp + 4 days of culture) (Fig. 6A). Regarding the relative expression of the *Sycp3* gene, a similar pattern to that manifested by *Sycp1* was detected nonetheless showing an abrupt expression increase at 6.5 dpp + 12 culture days. Again, *Sycp3* relative gene expression in adult testis was high, while expression at 10.5 dpp + 0 culture days was also higher than in its hypothetical equivalent of 6.5 dpp + 4 culture days (Fig. 6B). The expression patterns detected for the synaptonemal complex protein coding genes suggests that the in vitro spermatogenic progression cycles do not correspond to the in vivo detected pattern. In other words, it seems that the start of new spermatogenesis cycles in culture was obstructed by unknown reasons. This supposes an interesting challenge to undertake further investigations with respect to spermatogenesis regulation.

**Fig. 6:**
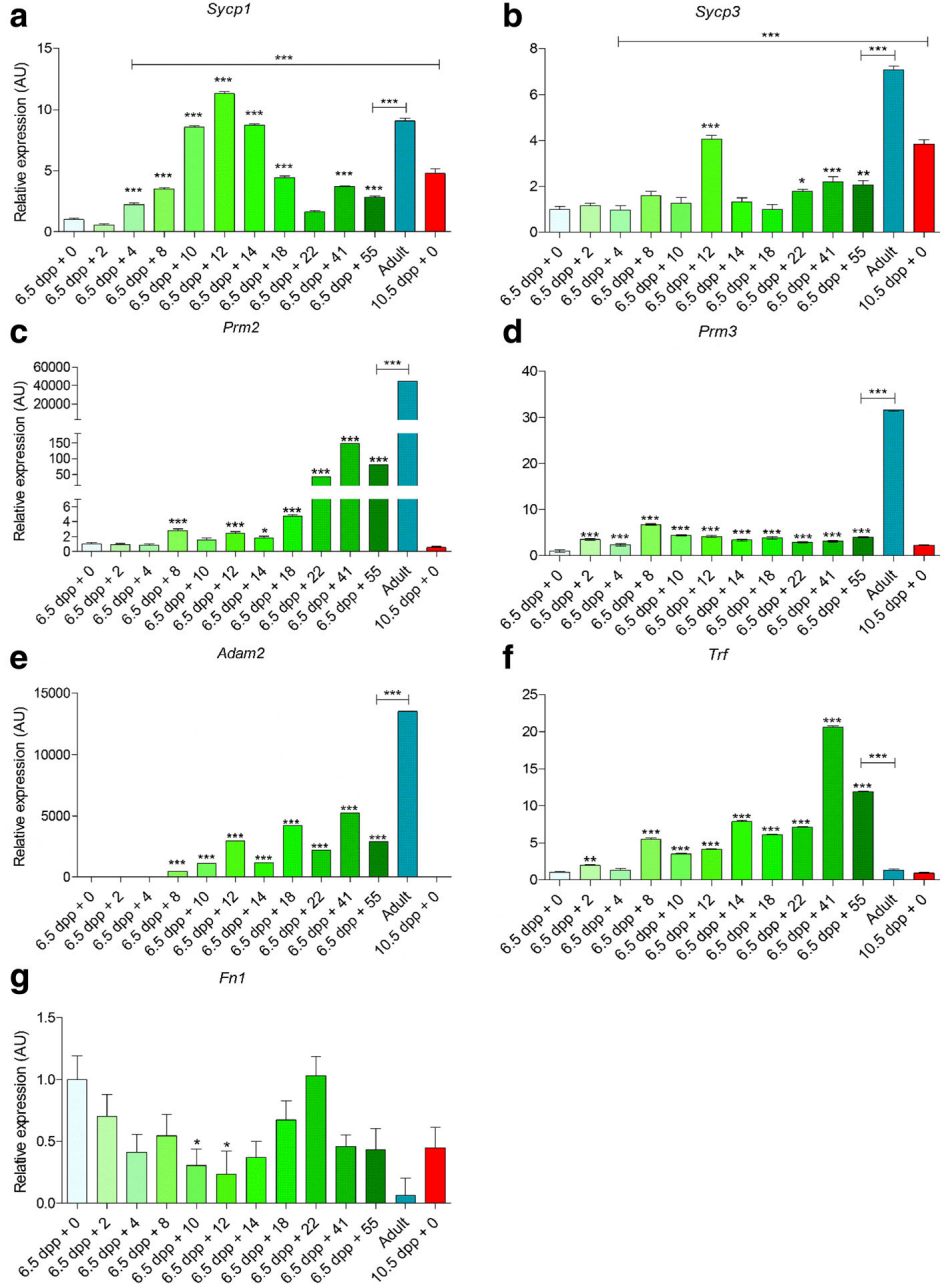
Relative gene expressions after RT-qPCR. Data corresponding to the cultured samples are shown in green, while data corresponding to adult testis samples and to 10.5 dpp explants are shown in blue and red respectively. Values are means (SD). All analyses were performed with 3 technical replicas. One-way ANOVA was applied in order to compare the cultured samples with the original situation (6.5 dpp + 0) using Dunnet’s post-test and to compare the last cultured sample to the adult sample and the hypothetically analogue sample using Bonferroni’s post-test. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001

The *Prm2* gene encodes protamine 2, a protein involved in histone replacement in haploid cells during spermiogenesis. As depicted in Fig. 6C, as culture progressed, the relative accumulation of *Prm2* messenger RNA (mRNA) rose gradually. After culture day 22 expression levels increased significantly being associated with a spermatid and spermatozoa proportion increase. In adult testis, *Prm2* expression levels augmented substantially, reaching an expression approximately 50,000 times higher compared to the initial culture stages. The gene expression level of the 10.5 dpp + 0 culture days was quite similar to the analogue 6.5 dpp + 4 culture days corresponding to a postmeiotic cell absence. Unlike *Prm2*, *Prm3* expression encoding protamine 3 did not exhibit a gradual expression rise (Fig. 6D). Values after an unexplained low increase past 2 culture days, remained constant along all of the culture time with no evident differences among the hypothetical analogues (10.5 dpp + 0 culture days and 6.5 dpp + 4 culture days). In contrast, the gene expression in the adult testis was high. The *Prm3* and *Prm2* expression pattern differences could be due to dissimilar protamine 2 and 3 functions.

The *Adam2* gene encodes a metalloprotease holding an important role in oocyte and spermatozoa interactions. The relative gene expression levels gradually rose as culture time progressed (Fig. 6E). No gene expression was observed at the initial culture stages neither for 10.5 dpp nor for the hypothetical analogue 6.5dpp + 4 days. However, in adult testis the expression was higher compared to the other samples.

The *Trf* gene encodes transferrin, a Sertoli cell protein marker. The relative gene expression increased during culture progression (Fig. 6F), indicative that the relative Sertoli cell proportion and/or maturation increased during spermatogenesis progression. On the other hand, in adult testis the gene expression level was nearly zero, probably due to the scanty amount of Sertoli cells present in the sample compared to the abundant number of germ cells. Hypothetical analogues 10.5 dpp + 0 culture days and 6.5 dpp + 4 culture days revealed similar expression levels.

Last, the *Fn1* gene encodes fibronectin 1 protein, a myoid cell marker. The *Fn1* expression profile (Fig. 6G) was opposite to that observed for the *Sycp1* gene (Fig. 6A). As culture time progressed *Fn1* expression levels dropped all the way up to culture day 12, moment with the lowest levels. Beyond culture day 12 expression levels rose again up till day 22 and thereafter decreased again. This suggests that the *Fn1* mRNA proportion of the sample total RNA decreased comparatively with a boost of highly expressed meiotic genes along with an increase of differentiating spermatocytes, as also occurs in adults where the expression levels are very low as expected. The hypothetical analogues 10.5 dpp + 0 culture days and 6.5 dpp + 4 culture days expressed similar levels.

### Small RNA-seq analysis along the spermatogenic process

Small non-coding RNAs, mainly miRNAs and piRNAs comprise post-transcriptional regulators with important differentiation and development roles, also involved in the spermatogenic process [23, 46, 47]. In consequence and due to the lack of information about these regulatory molecules associated to in vitro or ex vivo gametogenic differentiation, we performed a sncRNA analysis focusing on miRNA expression. 

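Small RNA libraries were sequenced from testes of CD1 mice, an outbred strain, with 1 library per condition. The 7 libraries were T6 and T10 (testes of 6.5 and 10.5 dpp mice before culture), T6-12K and T6-12A (6.5 dpp testes cultured for 12 days with KSR or AlbuMAX I), T10-12K and T10-12A (the same for 10.5 dpp testes) and TAD (adult testis). The sample labels give the starting ages as 6 and 10 dpp and the age of the adult as 2 months. KSR is a serum replacement for culture media, and AlbuMAX I is a lipid-rich bovine serum albumin. No condition had a replicate library, and differences between conditions were not tested against variation between animals. Every interval covers counting error only. The authors trimmed the adaptors, aligned the reads to the mouse genome mm10 with Bowtie and then to miRBase, and deposited 1 value per mature miRNA and library. In each library these values were multiples of a single number, the worth of 1 read, which ranged from 0.615 in T6 to 3.19 in TAD. The values were divided by this number to estimate reads, and 100% of the values below 10000 reads then came out whole in every library. Estimated this way, the reads on listed miRNAs numbered 13363593 in T6, 13397407 in T10, 9934580 in T6-12K, 10793767 in T6-12A, 7075528 in T10-12K, 8452588 in T10-12A and 1628770 in TAD. The paper states a depth of 10 M sequences (M, mega), which concerns all reads, while these totals cover listed miRNAs only, and 3 of the 7 exceed it. The values below use these reads, either directly or as CPM, for which the reads of a miRNA are scaled to the reads on all listed miRNAs of the same library. The lowest nonzero value stood for 5 reads in 6 of the libraries and for 7 reads in T10, so a miRNA listed at 0 may have had up to 4 reads. The same 5 reads are worth 0.374 CPM in T6 but 3.07 CPM in TAD, so low levels were measured least precisely in the adult testis. miRNAs with near-identical copies can share reads, and how such reads were counted is not named in the paper's text.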

To understand how these small RNA molecules act in ex vivo cultures, sncRNA molecules were quantified by NGS approaches, initially assessing the 6.5 dpp and 10.5 dpp samples without undergoing culture, followed by evaluation of the 6.5 dpp and 10.5 dpp + 12 culture days on both media (KSR supplemented medium and AlbuMAX I supplemented medium) together with normal adult testes sample.

Sequencing distribution results after filtering evidenced that at the initial spermatogenic process stages a high percentage of counts with 22 nucleotides in size (nearly 50%) were retrieved. This fraction is representative of miRNAs. Thereafter, along the culture time progressed we detected in all cases (6.5 dpp + 12 and 10.5 dpp + 12 on both media) that the proportion of the 22 nt sequences (putative miRNAs) progressively was reduced (to 40% in 6.5 dpp + 12 and to 30% in 10.5 dpp +12). Finally, in the adult sample the miRNA levels accounted for only 25% percent of the counts corresponding to the miRNA hallmark size. This indicates as expected that the spermatogenesis process is concomitant with a relative miRNA level decrease (Fig. 7A-G). In contrast, piRNAs (26–31 nt) at the beginning of spermatogenesis process yielded a low level of counts (less than 5% of the counts), as the spermatogenesis process proceeded the piRNAs proportion gradually increased up to 25% of the counts in adult sample (Fig. 7A-G). In this sense, the culture progression seemed to follow the in vivo cell differentiation pattern. Moreover, NGS data were aligned against different databases: mm10, premiRBASE 21, piRBASE and Ensembl’s ncRNAs database. Results revealed again that miRNA levels decreased with culture time progression, in contrast to piRNA that increased levels with culture progression (Fig. 7H). 

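The reads on listed miRNAs fell during culture when the libraries were taken at equal depth. T6-12K held 74.3% and T6-12A 80.8% of the miRNA reads of T6, and T10-12K held 52.8% and T10-12A 63.1% of those of T10. The mean of both media relative to the start was a log2 ratio of -0.37 at 6.5 dpp and -0.79 at 10.5 dpp. The adult library held 12.2% of the mean of T6 and T10, a log2 ratio of -3.04 (95% interval of counting error from -3.041 to -3.036). Each interval is narrow because the read totals are large, and it does not cover variation between animals. These totals depend on the scaling. In the values as deposited, which are divided by 1 factor per library, the 6.5 dpp cultures exceeded T6 by a log2 ratio of 0.21. The most abundant miRNA of every library was miR-10b-5p, with a share of listed miRNA reads between 31.2% in TAD and 54.4% in T6-12K, followed by miR-143-3p. The reads mapped to piRNAs and to other databases were not analysed here.

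**Figure D1:**
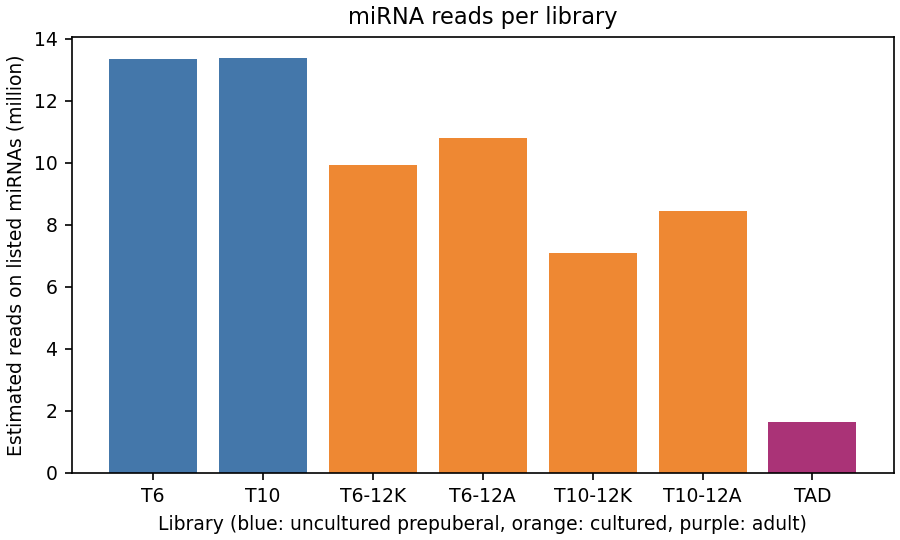
Estimated reads on listed miRNAs in each library, in M reads, 1 bar per library, with uncultured prepuberal testes in blue, cultured testes in orange and adult testis in purple. The adult bar, at 1.63 M, is the lowest.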

The relative piRNA increase appeared to respond to germ cell presence, which could be due to the piRNA main known function of germ cell protection against transposable elements [18, 48, 49].

**Fig. 7:**
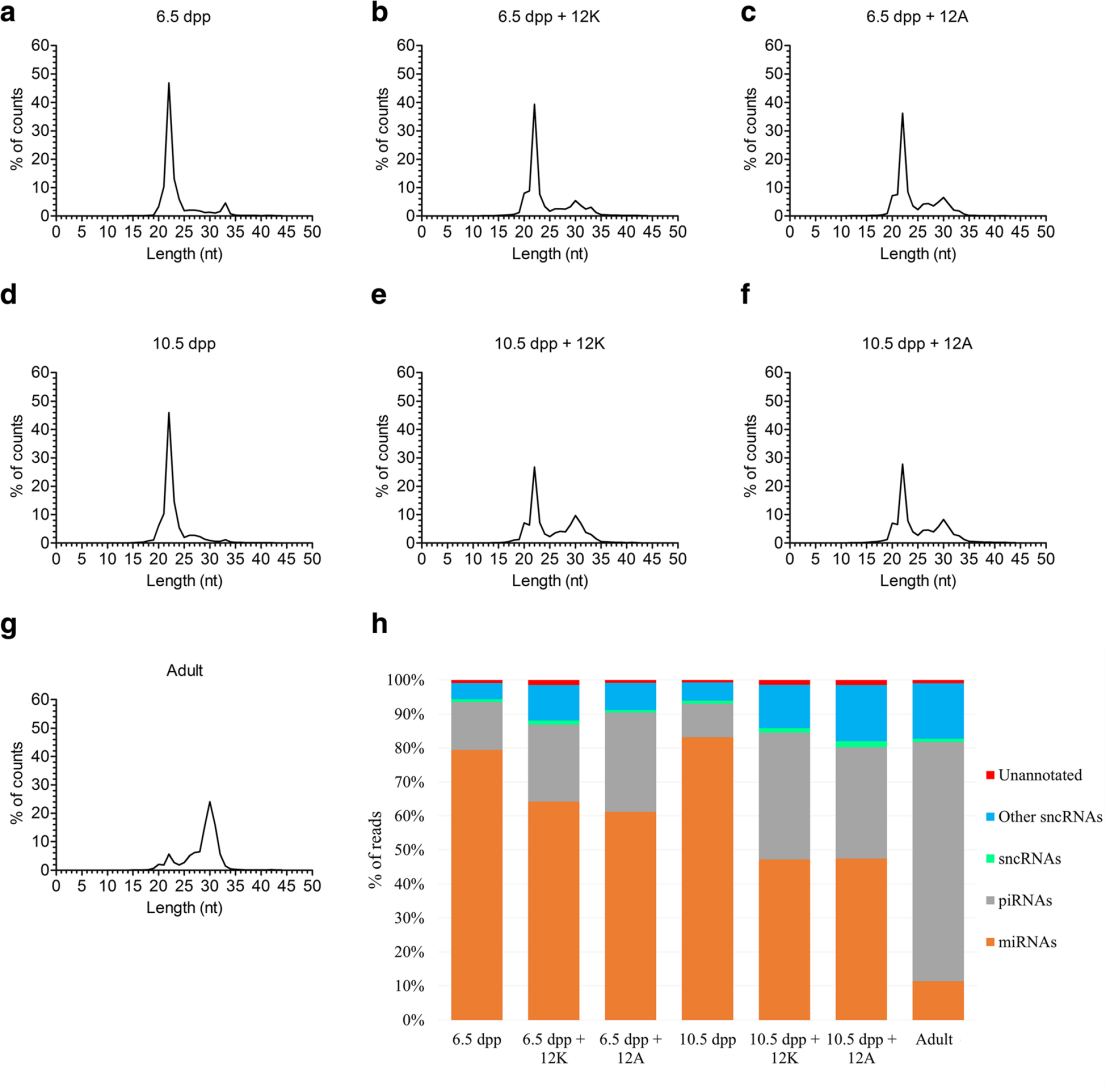
Length distributions of sncRNA reads subsequent to NGS. (**a**-**g**) Count proportions according to length are depicted for each sample. (**h**) The read proportions mapped against different databases: in orange (miRBase 21), in grey (piRBase), in green (Ensembl’s non-coding RNAs database) and in blue (other small RNAs sequences of the mouse genome). Sequences that did not map to any database were classified as unannotated and are displayed in red

Data confirmed that even at a postranscriptional gene regulation level mediated by sncRNAs, ex vivo culture progression patterns agreed with the cellular and the transcriptome levels.

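The deposited table listed 331 mature miRNAs, and 330 of them reached 50 reads when the reads of the 7 libraries were summed. The remaining one, miR-7217-3p, had 40 reads in all, while its deposited values summed to 89.6. A minimum of 50 reads in at least 1 library was met by 326 miRNAs, and not by miR-150-5p, miR-433-5p, miR-129-5p, miR-190b-5p and miR-7217-3p. The strictest reading, at least 50 reads in every library, left 155 miRNAs. By library, 306 miRNAs reached 50 reads in T10 and 168 in TAD, the library with the fewest reads. TAD also listed 64 miRNAs at 0, against 7 in T6 and 6 in T10, and between 12 and 21 in the cultured libraries.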

A deeper data analysis revealed that a total of 331 different miRNAs were detected (discarding the low expressions corresponding to miRNAs with less than 50 reads). A miRNA hierarchical clustering analysis revealed 3 main signatures: one corresponding to the prepuberal testis before culture (T10 and T6), another at the other extreme corresponding to adult testis (TAD) and an intermediate gene expression signature pattern corresponding to the ex vivo culture progression (Fig. 8A). 

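The clustering was repeated on log2(CPM + 1) of the 331 miRNAs with Euclidean distances and average linkage. Split into 3 groups, the tree separated T6 and T10, the 4 cultured libraries, and TAD. The smallest distance between libraries of different groups (25.1, T10 to T6-12A) was 1.23 times the largest distance within a group (20.4, T6-12K to T10-12A). In 1000 resamples of the miRNAs this ratio ranged from 0.999 to 1.49 (central 95%), and all 1000 trees gave the same 3 groups. The 3 groups also came out in all 11 settings of scaling, pseudocount, distance, linkage and filter. The ratio was lowest, 1.01, with only the 155 miRNAs that had at least 50 reads in every library. The distances of the cultured libraries to TAD lay between 31.4 and 39.7, below the 45.0 and 49.2 of T10 and T6. Resampling miRNAs does not measure variation between animals, because each group member was a single library.

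**Figure D2:**
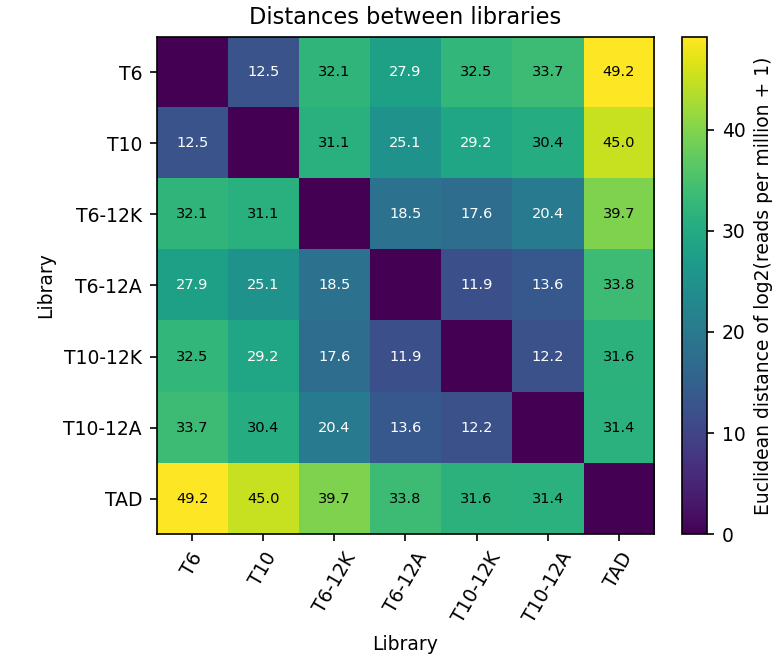
Euclidean distance between each pair of libraries, on log2(CPM + 1) of the 331 miRNAs, with the libraries ordered by condition and colour from short (dark) to long (light). T6 and T10 lie 12.5 apart, while T6 and TAD lie 49.2 apart.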

In general, as mentioned before, the expression of most miRNAs decreased with samples being more highly differentiated. Nevertheless, some miRNA exceptions increased their levels with samples being more highly differentiated (Fig. 8B), as for instance miR-34c-5p, miR-449a-5p or miR-375-3p. 

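The libraries were assumed to be of equal depth. Then 303 of the 331 miRNAs (91.5%) had fewer reads in TAD than in both T6 and T10, and 18 had more. By chance 33.3% would lie below both, but this value takes each miRNA by itself. The read total of TAD, 12.2% of the prepuberal mean, lowers all miRNAs alike. The chance value is therefore no yardstick for this count. Of the same 331 miRNAs, 238 (71.9%) had fewer reads in all 4 cultured libraries than in T6 and T10, and 21 had more. The chance value of 6.67% on either side has the same limit. The size of this majority depended on the scaling. Relative to the miRNA reads of each library (CPM), 180 miRNAs were lower and 116 higher in TAD, and 191 were lower and 37 higher in the 4 cultured libraries. With median-of-ratios size factors the split was 170 lower and 134 higher in TAD, and 92 lower and 73 higher in culture. With effective library sizes from the trimmed mean of M-values it was 172 and 122 in TAD, but 70 lower and 80 higher in culture. CPM and both computed scalings take out a shift shared by all miRNAs, so their counts cannot speak for or against a general fall. Over the miRNAs above 0 in the libraries compared, the median log2 ratio of TAD to the prepuberal testes was -3.06 in reads and -0.02 in CPM. That of the cultured libraries was -1.40 in reads, -0.84 in CPM and -0.20 with median-of-ratios factors. The medians for TAD leave out the miRNAs listed at 0 there. Over all 331 miRNAs, 193 were lower and 138 higher in TAD than the prepuberal mean, in CPM. Among the 121 miRNAs with a mean of at least 100 CPM, miR-410-3p, miR-381-3p and miR-127-3p had the largest falls in TAD. Their CPM in TAD lay below both prepuberal libraries, with the smaller of the log2 ratios at -3.99, -3.75 and -3.14 in this order. In culture the largest falls in CPM were those of miR-381-3p (-2.27), miR-423-5p (-2.04) and miR-410-3p (-1.81), each the smallest of the pairwise log2 ratios. With median-of-ratios factors these ratios were -1.44, -1.58 and -0.79. With the trimmed mean of M-values they were -1.21, -1.27 and -0.56. The paper states that, in general, most miRNAs decreased in the more differentiated samples.

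**Figure D3:**
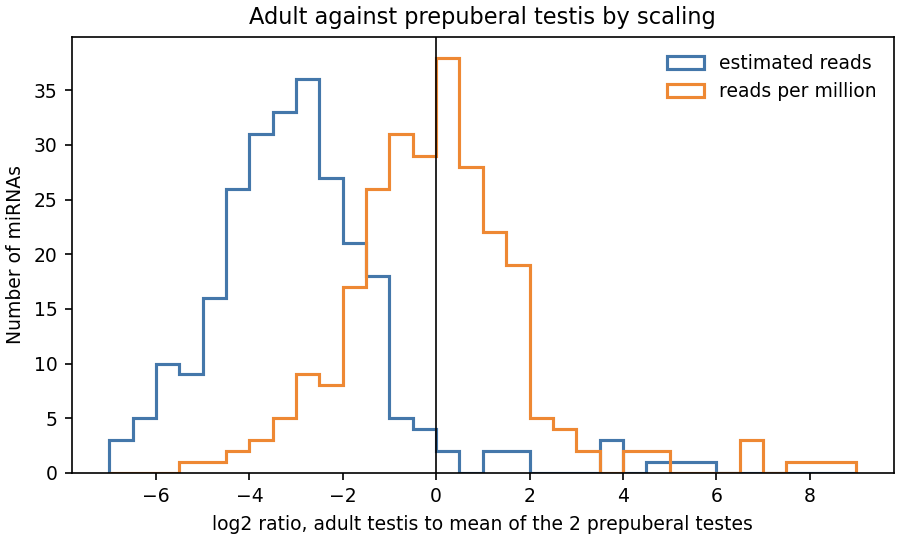
Number of miRNAs by log2 ratio of TAD to the mean of T6 and T10, for the 261 miRNAs above 0 in these 3 libraries, in estimated reads (blue) and in CPM (orange). The CPM distribution is centred near 0, at -0.02, and the distribution of reads at -3.06.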

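miR-34c-5p is encoded on chromosome 9 of GRCm38 (mm10), from 51103034 to 51103110 on the minus strand, opposite to an intron of Btg4. It rose from 59.9 CPM in T6 and 142 in T10 to values between 514 and 1588 in the cultured libraries and to 20424 in TAD, a log2 ratio of TAD to the prepuberal mean of 7.66. miR-449a-5p lies on chromosome 13, from 113037534 to 113037624, in an intron of Cdc20b on the same strand. It rose from 8.01 and 6.05 CPM to between 46.3 and 224 in culture and to 2771 in TAD, a log2 ratio of 8.62 (95% interval of counting error from 8.41 to 8.83). miR-375-3p lies on chromosome 1, from 74900658 to 74900721, outside other annotated genes. It rose from 99.8 and 86.7 CPM to between 210 and 778 in culture and to 9015 in TAD, a log2 ratio of 6.60. For all 3 miRNAs every cultured library lay between the prepuberal libraries and TAD. The setting that moved these ratios most took the library depth from the miRNA share drawn in Fig. 7H, with 4.76, 5.74 and 3.71. The largest rises in TAD among the miRNAs with a mean of at least 100 CPM were those of miR-7210-5p, with 5 and 23 reads in T6 and T10 against 14626 in TAD, and of miR-7229-5p. miR-7229-5p was listed at 0 in T6 and T10, so its rise to 640 CPM in TAD was a log2 ratio of at least 10.74.

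**Figure D4:**
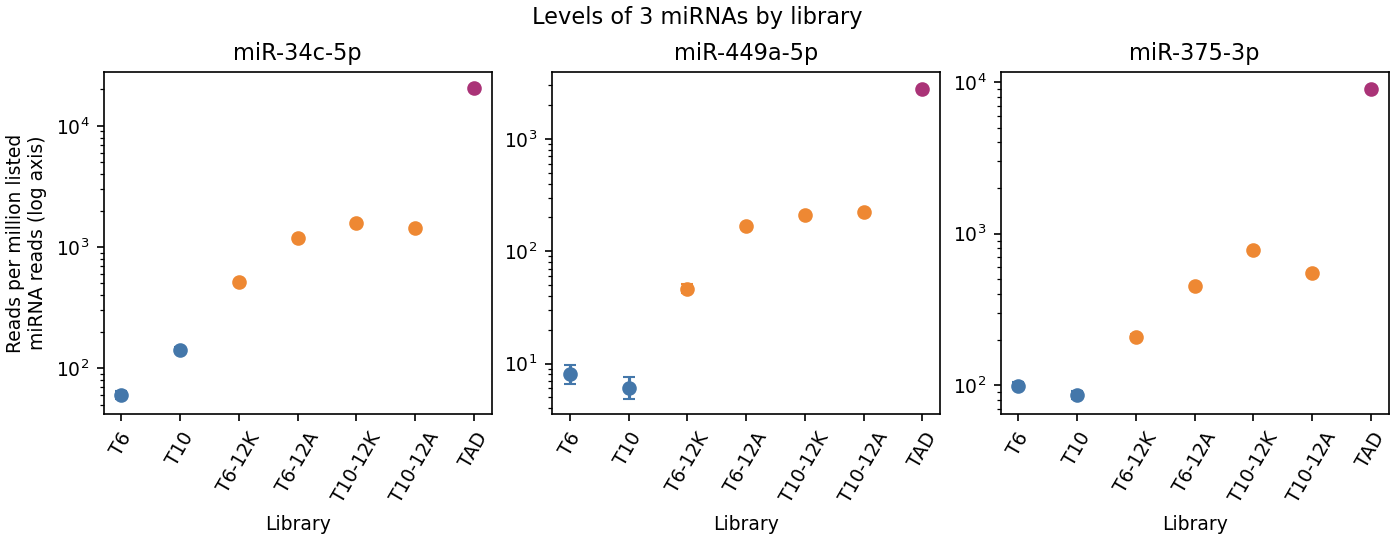
Level of miR-34c-5p, miR-449a-5p and miR-375-3p in each library, in CPM on a log axis, with 95% Wilson intervals of counting error (uncultured prepuberal testes blue, cultured orange, adult purple). Each miRNA is lowest in T6 or T10 and highest in TAD, at 20424, 2771 and 9015 CPM.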

Remarkably, other miRNAs exhibited a higher expression in cultured cells such as: miR-101a-3p, miR-210-3p and miR-21a-5p, possibly indicative that culture conditions could directly affect miRNA expression in differentiating cells.

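miR-210-3p, encoded on chromosome 7 from 141221384 to 141221493, reached 178 CPM in T6-12K, 202 in T6-12A, 278 in T10-12K and 239 in T10-12A. Its levels in the uncultured testes were 71.5 CPM in T6, 48.1 in T10 and 7.98 in TAD, where only 13 reads were counted (95% Wilson interval from 4.66 to 13.7 CPM). miR-21a-5p, encoded on chromosome 11 from 86584067 to 86584158 in an exon of Vmp1, lay between 5445 and 9291 CPM in culture and between 2018 and 3042 CPM without culture. The lowest cultured library exceeded the highest uncultured library by a log2 ratio of 1.32 for miR-210-3p and 0.84 for miR-21a-5p. miR-101a-3p, encoded on chromosome 4 from 101346945 to 101347027, was higher in all 4 cultured libraries than in T6 (1170 CPM) and T10 (1599). TAD, with 3680 CPM, lay above T6-12K (1995) and T10-12K (3244), so the log2 ratio of the lowest cultured to the highest uncultured library was -0.88. In the values as deposited this ratio was 0.11. In all, 16 of the 331 miRNAs were higher in every cultured library than in every uncultured library, against 9.46 expected by chance, and 69 were lower. The chance value takes each miRNA by itself. Of the 35 ways of choosing 4 of the 7 libraries, 9 gave at least 16 higher and 2 gave at least 69 lower, so the 16 are no clear excess. Which side was larger depended on the scaling, with 37 higher and 33 lower with median-of-ratios factors. From the higher expression of the 3 miRNAs it names, the paper proposes that culture conditions could directly affect miRNA expression.

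**Figure D5:**
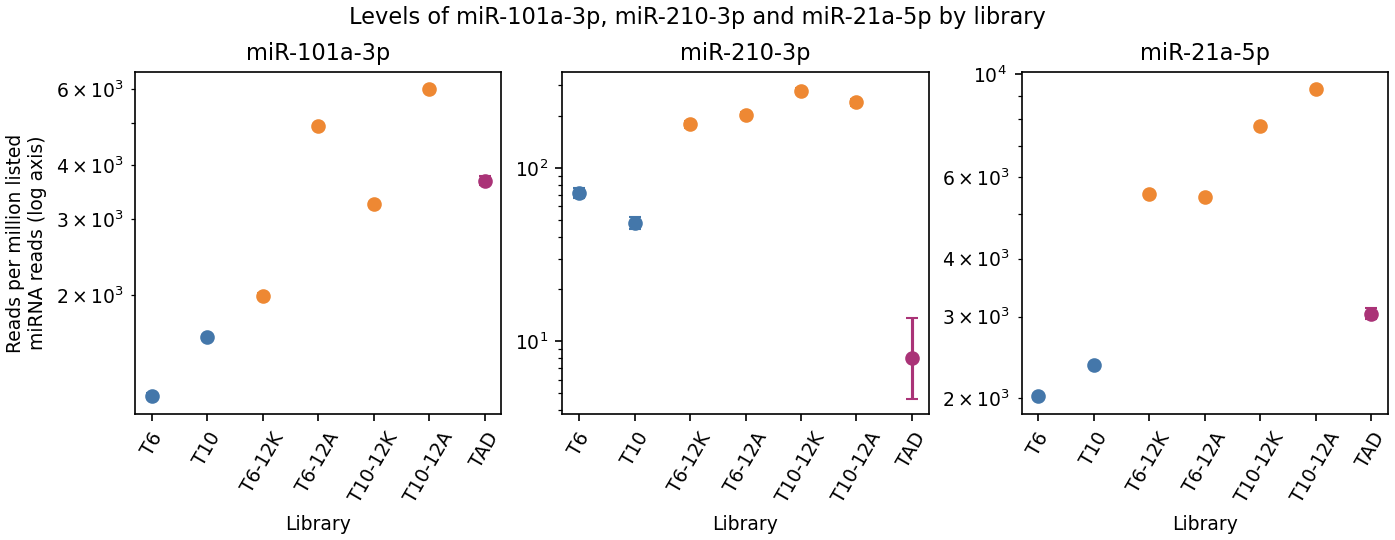
Level of miR-101a-3p, miR-210-3p and miR-21a-5p in each library, in CPM on a log axis, with 95% Wilson intervals of counting error (uncultured prepuberal testes blue, cultured orange, adult purple). The cultured libraries lie above all uncultured ones for miR-210-3p and miR-21a-5p, whereas TAD, at 3680 CPM, lies between the cultured libraries for miR-101a-3p.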

**Fig. 8:**
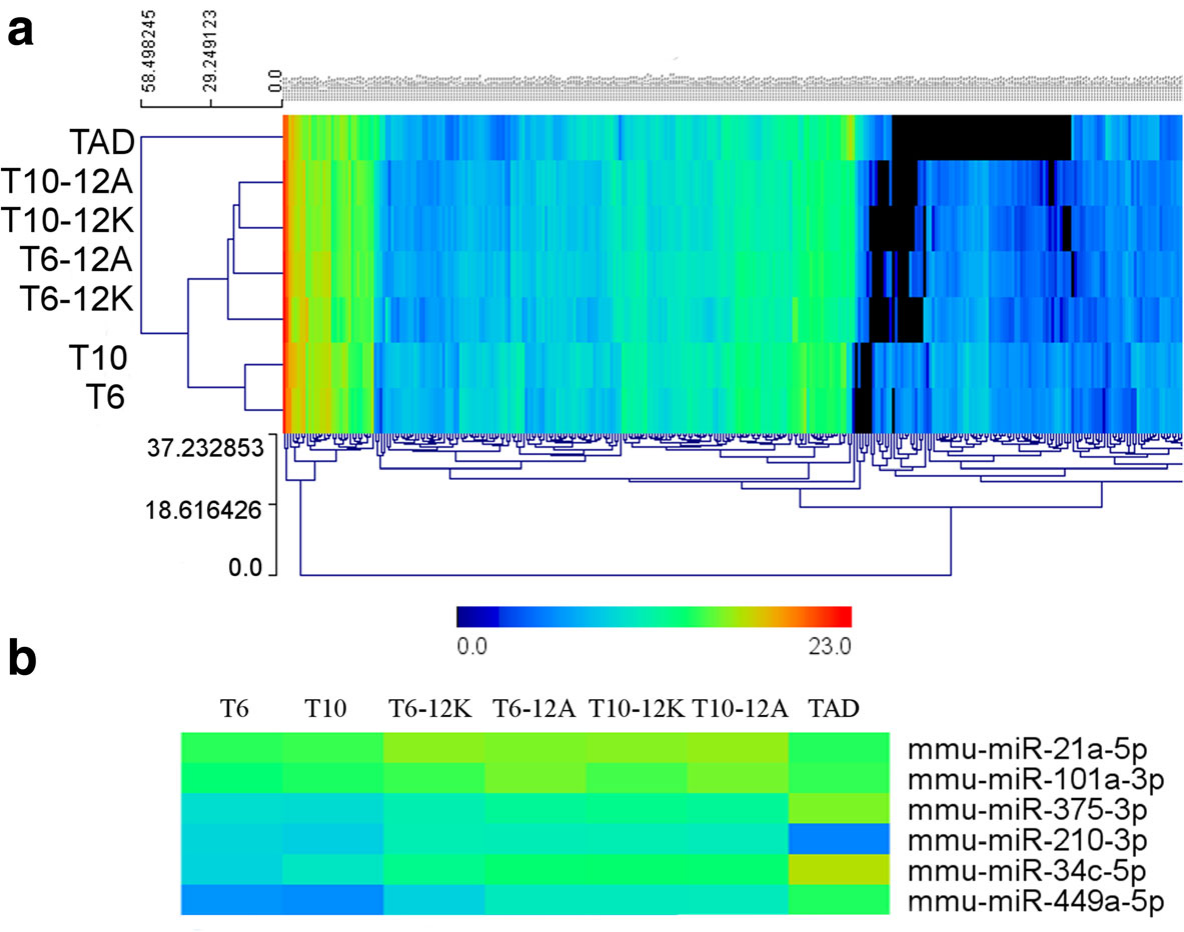
miRNA expression profiles. (**a**) Heat Map of all miRNAs after filtering and eliminating those with less than 50 reads. Hierarchical clustering analysis: T6 (6.5 dpp testis samples), T10 (10.5 dpp testis samples), T6-12 K (6.5 dpp testis cultured 12 days on KSR supplemented medium), T6-12A (6.5 dpp testis cultured 12 days on AlbuMAX I supplemented medium), T10-12 K (10.5 dpp testis cultured 12 days on KSR supplemented medium), T10-12A (10.5 dpp testis cultured 12 days on AlbuMAX I supplemented medium) and TAD (adult testis sample). Scale represents the relative miRNA expression levels adjusted to a logarithmic scale. (**b**) Heat Map of miRNAs with unusual expression patterns

## Discussion

During nearly 100 years multiple attempts to implement suitable methods able to reproduce in vitro the spermatogenesis process had been unsuccessful. Recently, Saitou’s group published a promising method allowing male germ cells to be generated [50]. The system was basically based on the cell turn of embryonic stem cells into primordial germ cells, which once transplanted to male or female mice were capable of generating respectively fertile spermatozoa or oocytes. Nevertheless, results are nowadays being questioned [51] due to differences obtained among different studies. The ex vivo culture method developed by Sato et al. in 2011 [32] put to the test in this study could be considered less sophisticated than that carried out by Saitou’s group [50], although its simplicity could facilitate further implementation and development of new applications. Then again, the method requires a deep evaluation in order to bring about improvements allowing to be used further in research and to develop novel applications, this indeed having been the goal of the present study.

At a cytological level, we analyzed deeply the progressive cell type differentiation until developing into spermatozoa. The original study achieved in long time culture experiments to maintain cultures 70 days observing the last spermatozoa at day 60 [32]. This study has succeeded to induce and maintain the spermatogenesis process along a period of 3 months (89 days), even detecting spermatozoa after such a long period of time, although when RNA of these samples was purified the concentration was much lower compared to other samples purified in the early culture periods. Additionally, Sato et al. performed culture using different media and supplements, including those that we have used in our experiments. These authors, according to their results, considered that the addition of KSR as a medium supplement was essential to induce and maintain the spermatogenesis process in culture. They tested different elements of this supplement, describing that the lipid rich bovine serum albumin (AlbuMAX I) was the critical and indispensable factor of the medium. Thereafter Sato et al. used this element as a medium supplement instead of KSR and observed the same results. We have however not obtained the same results supplementing media with KSR compared to AlbuMAX I, so we believe that this last compound could be necessary but not sufficient in order to maintain ex vivo testis culture. Recently, Chapin et al. evaluated different culture conditions and media supplements trying to improve this method as a screen for spermatogenic toxicity. Although they finally ceased this attempt, they described melatonin as a culture medium supplement that improved germ cell production [52]. This is an important factor to consider for further studies.

In 1977, Bellve et al. characterized the comparative proportions of the different cell types present in the mouse seminiferous tubules throughout germ cell development and differentiation [3]. In the present study we have compared our ex vivo spermatogenesis development results to the in vivo data of Bellve. Comparing results whilst considering only germ cells, we noticed that ex vivo spermatogenesis presented a relative high proportion of spermatogonia in relation to the total number of cells. In cytological prepuberal animal preparations, we could not unquestionably identify Sertoli cells due to their nucleus primary morphology. Regarding to the *Trf* gene expression levels [45] the pattern was also inconclusive. This suggests that the ex vivo culture method could induce in Sertoli cells modifications that further merit analysis and improvement of the culture method in order to maintain the correct correlation between the Sertoli and germ cells as to achieve a normal spermatogenesis promoting proper fertility [53, 54]. It is also tempting to speculate with the idea that a precise and correct Sertoli maintenance of the spermatogenic cell structure and metabolic support [2] in this type of culture could facilitate successive spermatogenesis cycles. Another potential explanation for the low Sertoli cell proportion detected could be to have used KSR as a medium supplement. Recent studies performed with this compound have verified that KSR inhibits the germ cell capacity to enter into mitotic arrest thus deregulating the cell cycle control [55]. This could come about to be a reason why the spermatogonia population divided so much and accumulated. Moreover, it has been demonstrated that KSR affects the Sertoli cells by inhibiting their differentiation, which is very important at the postnatal stages [56], which could also explain why in the ex vivo culture these cells have problems to promote successive spermatogenetic cycles.

In addition to the fact that the spermatogonia cells were found in a high proportion, from our cytological level data of the spermatogenetic progression we can conclude that, in general, some delay exists considering the ex vivo spermatogenesis process with respect to the natural in vivo spermatogenesis. This delay was more pronounced in the samples cultured from testis explants of 6.5 dpp compared to those samples cultured from testis explants of 10.5 dpp. This most probably is due to samples cultured from testis explants of 6.5 dpp not having entered meiosis when culture was initiated and the transition from spermatogonia to spermatocyte could require an additional complex regulation. In any case, the in vitro spermatogenesis progression has clearly been confirmed by SYCP3 protein immunodetection assays in 6.5 dpp explants after 14 culture days.

The spermatogenic dynamics evaluated at a cytological level was also analyzed at different spermatogenesis stages via differential gene marker expression. The *Sycp1* and *Sycp3* genes encoding synaptonemal complex proteins [57], displayed an expression pattern during the first culture days fitting with that observed in the cytological preparations, detecting as spermatogenesis progressed a gradual gene expression increase. Nevertheless, in the later culture stages gene expression levels decreased in line with the relative meiotic cell proportion decrease detected in the cytological preparations. When compared to adult testis, data advocated that the ex vivo testis cultures under the present conditions did not reflect enough capacity to produce stable, additional and sequential spermatogenic cycles. This point should be considered in future studies aimed to improve and optimize the ex vivo testis culture method.

Examining the expression of genes *Prm2* and *Prm3*, encoding protamine proteins, we found that the first correlated both with our cytological progression data and with what could be expected from the in vivo spermatogenic situation. However, the constant expression of *Prm3* during all of the culture period could be due to the nature of this protein, which is not considered a real protamine [58], being implicated in spermatozoa motility but not in chromatin compaction during the last spermiogenesis stages. Spermatozoa motility has not been well defined yet in the spermatogenesis developmental method analyzed in this study, which supports the interest to perform a deeper study of its basic features using the ex vivo experimental approach with modifications.

Expression of *Adam2*, as it could have been expected due to a metalloprotease function in the late spermiogenesis stages, increased in level as the spermatogenic process progressed in culture, being highly expressed during the final stages, which correlated with the haploid cell proportion that we identified in the cytological preparations.

Noteworthy*, Trf* expression levels also increased as culture progressed, although cytologically we were unable to identify unquestionably Sertoli cells with their characteristic adult nuclear morphology [59]. Oddly enough, after 41 culture days the *Trf* expression remained very high, in contrast with the adult testis gene expression allowing to detect only minimum mRNA levels. This regulation event, so far not described neither in vitro nor in vivo, regarding the transferrin gene marker of Sertoli cells could be consequence of the Sertoli cell differentiation process under some potential stress conditions induced by culture. Considering that *Trf* has been identified as an androgen receptor–dependent gene [60], it will be interesting to further explore in future pathologies related to male infertility that reflect a similar *Trf* expression pattern.

Finally, Fn1 showed a curious relative expression pattern, being almost completely reverse to that presented by *Sycp1* and opposite to the highest meiotic cell proportion. Nevertheless, we have so far not found a logical explanation for this event, although it could be participating in similar adaptive mechanisms such as those suggested for the *Trf* gene.

Expression dynamics data of the two genes coding for two somatic cell structural proteins, evidenced that the entire physiological system was adapting to the culture conditions in order to facilitate cell differentiation. Moreover, the use of cellular and molecular markers as we have done in this study, will enable to optimize and expand the application and development of the spermatogenic culture system initiated recently by Sato’s group.

Deep sncRNA sequencing has allowed to attain an initial assessment of the miRNA and piRNA dynamics throughout ex vivo culture. We have verified that during the spermatogenesis progress miRNA expression decreases and piRNA expression increases. The piRNA level increase after 12 culture days correlates with the highest meiotic cell population extent observed in cytological preparations [48, 49]. However, some of the miRNAs identified in this study have not followed this expression pattern, for instance, miR-34c-5p and miR-449a-5p showed higher expressions with more differentiated cells, suggesting important roles at the final spermatogenic process stages, as has also been observed in previous studies [21, 61, 62]. 

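Of the miR-34 and miR-449 family, 7 of 8 mature miRNAs on a list fixed before the data were examined were present. Their median log2 ratio was 7.79 in TAD against the prepuberal testes, and 3.54 in the cultured libraries. Both medians lay above all 10000 random lists of the same size matched on mean expression, whose median was -0.06 in TAD and -0.68 in culture, as a description of these libraries. This is no independent support, because the paper had already named miR-34c-5p and miR-449a-5p as rising in these libraries. Members such as miR-34b-5p and miR-34b-3p are arms of the same hairpin, whereas random lists are drawn from all miRNAs. In CPM all 7 members rose in TAD. miR-34b-5p, the neighbour of miR-34c-5p, rose from 3.82 CPM in T6 and 10.4 in T10 to 2026 in TAD, and miR-449c-5p rose from 0.898 and 4.03 to 244. The smallest rise was that of miR-34a-5p, from 25.8 and 64.3 CPM to 138. In reads it fell, from 345 in T6 and 861 in T10 to 225 in TAD, and with the depth from Fig. 7H its log2 ratio was -1.28. In both 6.5 dpp cultures, T6-12K (31.1 CPM) and T6-12A (51.4), miR-34a-5p did not exceed T10. With median-of-ratios factors the median of the list in culture was 4.17, in the same direction as in CPM. Members of this family resemble each other in sequence, and reads may have been shared between them.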

The miR-34c-5p and miR-449a-5p dysregulations have been related with murine oligoasthenoteratozoospermia and sterility [63]. The highest miR-101a-3p expression level was detected in those samples cultured with the AlbuMAX I supplemented medium. 

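At 6.5 dpp, miR-101a-3p was 2.47-fold higher with AlbuMAX I than with KSR, a log2 ratio of 1.30 (95% interval of counting error from 1.28 to 1.33). At 10.5 dpp it was 1.85-fold higher, a log2 ratio of 0.88 (0.86 to 0.91). Both exceed the counting error, but with 1 library per condition they could not be set against variation between animals. The spread among the 121 miRNAs with a mean of at least 100 CPM was therefore used as the yardstick. At 6.5 dpp the median of these miRNAs was itself 0.73, and 16 of the 121 had a larger ratio than miR-101a-3p. At 10.5 dpp the median was -0.01, and 1 of the 121 had a larger ratio. Of all 7 libraries, the AlbuMAX I libraries had the highest miR-101a-3p level, and the lower of them exceeded the highest other library 1.34-fold in CPM and 1.89-fold in the values as deposited. With median-of-ratios factors the 6.5 dpp ratio was 0.75. The related miR-101b-3p was not highest with AlbuMAX I, with 183 CPM in T6-12A and 149 in T10-12A against 213 in T10.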

As it has been observed in murine TM4 Sertoli cell cultures this miRNA was up-regulated when Sertoli cells were treated during 24 h with the endocrine disruptor nonylphenol [64], inducing Sertoli cell death by inhibiting testicular Ca^2+^ [65]. The fact that this miRNA was up-regulated in samples cultured with AlbuMAX I could explain why those samples showed a certain aberrant cell morphology thus entailing a potential marker. In our study miR-210-3p and miR-21a-5p manifested the highest expressions in all samples that were cultured on both media, in the same line miR-210-3p was up-regulated in patients with maturation arrest and hypospermatogenesis [66] and miR-21a was up-regulated promoting the self-renewal of mouse SSCs [67]. This could be the reason of the high spermatogonia proportion that we detected in all cultured samples, suggesting a problem with successive spermatogenesis waves as evidenced by the methodology used. 

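In CPM the AlbuMAX I to KSR log2 ratio of miR-210-3p was 0.18 at 6.5 dpp and -0.22 at 10.5 dpp, and that of miR-21a-5p was -0.02 and 0.26. With median-of-ratios factors the ratios were -0.38 and -0.19 for miR-210-3p, and -0.58 and 0.28 for miR-21a-5p. These ratios are small beside the rise over the starting testes. For miR-210-3p this rise was, in CPM, a log2 ratio of 1.41 at 6.5 dpp and 2.43 at 10.5 dpp. For miR-21a-5p the rise was 1.44 and 1.85. The lowest cultured library exceeded the highest uncultured one for both miRNAs under each of the other settings, with log2 ratios from 1.00 to 2.03 for miR-210-3p and from 0.79 to 1.44 for miR-21a-5p. The other arms of both hairpins were less abundant and, in CPM, were also higher in every cultured than in every uncultured library. miR-210-5p lay between 14.8 and 25.1 CPM in culture and at or below 9.13 without culture, and miR-21a-3p lay at or above 9.45 CPM in culture and at or below 7.17 without. With the depth from Fig. 7H, miR-21a-3p was not higher in every cultured library. The AlbuMAX I to KSR log2 ratios at 6.5 and 10.5 dpp were 0.76 (95% interval of counting error from 0.47 to 1.05) and 0.020 (-0.29 to 0.33) for miR-210-5p, and -0.55 (-0.92 to -0.18) and -0.93 (-1.28 to -0.57) for miR-21a-3p. In CPM, at 10.5 dpp the value of miR-210-3p lies within the interval of miR-210-5p. The value of miR-210-3p at 6.5 dpp, and those of miR-21a-5p at both ages, lie outside the interval of the other arm.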

Data suggest that all these miRNAs are closely implicated in the proper functioning of the spermatogenic process and could be prospective biomarkers using this ex vivo culture approach. Validation of NGS data were performed by RT-qPCR in tree miRNAs selected at random among the highly expressed at 6.5 dpp miRNAs. The correlation between NGS and RT-qPCR is positive and significant.

## Conclusions

The present work have validated by both cytological and molecular analyses of the complete differentiation process the methodology described by Sato’s group (2011) that allows bringing about in mice the entire spermatogenic process from prepuberal spermatogonia to spermatozoa. In spite of this, the ex vivo progression of both 6.5 dpp and 10.5 dpp testis explants revealed a relative delay in relation to the classical natural in vivo process together with difficulty of restarting successive spermatogenic cycles. On the other hand, the biomarker gene expressions correlated with the cytologically detected progressions and with the functions and differential gene expressions identified in vivo. In addition, ncRNA NGS data revealed that in general as cultures progressed miRNA levels decreased and piRNA levels increased, displaying a similar pattern to the natural in vivo spermatogenesis. Nevertheless, other miRNAs with unusual expression patterns were detected that could help to understand more profoundly how different culture variants influence enabling to improve the ex vivo spermatogenic process potentially useful to carry out further studies.

## Additional files

Additional file 1: Forward and reverse primer sequences used in RT-qPCR reactions. In blue are shown the sequence of those genes used to normalize the data.

Additional File 2: Bioinformatic pipeline of the NGS data analysis. From the NGS filtered reads (red) a length distribution was made on one way (yellow). On the other way, those filtered reads were aligned sequentially against different databases (pink). The reads mapping against any database (plus those that did not map in the last data base) (green) were recovered for the diverse bioinformatic analyses.

Additional File 3: Validation of miRNA NGS data. Correlation showing relative expression values from the expression of 3 miRNAs (miR-let7a-5p, miR-99b-5p and miR-486a-5p) measured by NGS in all experimental stages analysed, related to the value at 6.5 dpp developmental testis (variable X, NGS data). The RTq-PCR data from the same miRNAs in each same stage also relative to 6.5 dpp data measure using custom stem-loop primers and TaqMan probes (Applied Biosystems, variable Y) were compared. The data in the RT-qPCR correspond to five replicates. Pearson correlation is indicated.

## Abbreviations

AlbuMAX™ I: Rich-lipid bovine serum albumin
BSA: Bovine serum albumin
CIB-CSIC: Centro de Investigaciones Biológicas-Consejo Superior de Investigaciones Científicas
dpp: days *post-partum*
KSR: KnockOut™ Serum Replacement
miRNA: microRNA
mRNA: Messenger RNA
ncRNA: non-coding RNA
NGS: Next Generation Sequencing
PBS: Phosphate buffered saline
PFA: Paraformaldehyde
piRNA: Piwi-interacting RNA
RT-qPCR: Reverse Transcription – quantitative Polymerase Chain Reaction
sncRNAs: Small non-coding RNA
SPF: Specific pathogen-free
SSCs: Spermatogonial stem cells
α-MEM: α-Minimum Essential Medium

How the deposited data were processed for this re-analysis (not part of the article)

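Small RNAs of 7 mouse testis libraries were sequenced, with 1 library for each of 7 conditions. The authors deposited, for 331 mature miRNAs, a signal per miRNA and library, and per-library tables identical to the table of the series. According to the paper, the reads were trimmed, checked with FastQC, aligned with Bowtie to mm10 and then in turn to miRBase, piRBase and the non-coding RNAs of Ensembl, and miRNAs with fewer than 50 reads were discarded. The deposited signal is the number of reads divided by 1 factor per library. The method behind these factors, and the counting of reads that fit several miRNAs, are not named in the paper's text.

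The design had assumed read counts. Because the deposited values turned out to be scaled, the worth of 1 read was estimated in each library as the largest number of which the low values are whole multiples, refined by least squares. Dividing by it gave estimated reads. The estimate was tested on simulated data: in 35 simulated libraries of 331 miRNAs, 100% of the reads were recovered. No count model was fitted, since no condition had a replicate. Reads were compared directly and as CPM, scaled to the reads on listed miRNAs. The direct comparison assumes libraries of equal depth, because the paper states a single depth for the sequencing. Median-of-ratios size factors and effective library sizes from the trimmed mean of M-values (30% of M and 5% of A trimmed) were computed as alternative scalings. In 140 simulated libraries with 100 changed miRNAs, these factors were recovered with a largest log2 error of 0.00725 and 0.00496. The simulated changes went up or down at random, with counting error only. Shifts that are mostly downward were not covered by this simulation. A further alternative took the library depth from the miRNA share measured in Fig. 7H.

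Values at 0 were set to what 5 reads are worth in that library where a log2 ratio was needed. Intervals for shares are 95% Wilson intervals, and intervals for ratios are 95% intervals on the log scale, both for counting error only. Clustering used log2(CPM + 1), Euclidean distances and average linkage, with 1000 resamples of the miRNAs. The alternatives set before the data were examined covered the scaling, the pseudocount (0.1, 1 and 10), filters on low reads (50 reads in every library, a mean of 100 CPM), a 2-fold threshold, the distance and linkage, and leaving out each cultured library. A further set of alternatives, the values as deposited for results based on reads and CPM limited to miRNAs with a mean of at least 100 CPM, was chosen after the data were seen.

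The miRNAs named in the text are the 9 the paper names, the 3 with the largest rise and fall in each of 3 comparisons among miRNAs with a mean of at least 100 CPM, ranked by the smallest pairwise log2 ratio, the most abundant miRNAs of each library, and lists. The lists were fixed before the data were examined: erythroid, leukocyte, endothelial, striated muscle, liver and serum, miR-34 and miR-449 family, let-7 family, miR-17 family clusters, pluripotency clusters, X-linked testis cluster and Dlk1-Dio3 cluster. An epithelial list was written after the values had been seen. Further miRNAs were named after their values had been seen: those least detected, those raised in a single cultured library or in every cultured library, other arms or relatives of named miRNAs, and single members of the table given as examples. Each list is given as the median log2 ratio of its members, with its percentile among 10000 random lists of the same size matched on mean expression in 10 bins. Of 100 simulated lists without a shift, 4 fell outside the central 95%, and of 100 lists of 10 miRNAs shifted by 1 on the log2 scale, 75 did. Precursor positions and overlapping genes come from GENCODE mouse release 21 on GRCm38. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The length distributions, piRNA reads, RT-qPCR and cytology were not analysed here.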

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

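All tests in this part were chosen after the result was seen. With 1 library per condition, none of the differences below was tested between animals.

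The ratio of AlbuMAX I to KSR went in opposite directions at the 2 starting ages for 6 of the 19 miRNAs compared, beyond counting error in CPM, in the values as deposited and with both computed scalings. Its log2 value at 6.5 dpp minus that at 10.5 dpp was 1.35 for miR-34c-5p, 1.61 for miR-375-3p, -0.28 for miR-21a-5p, 0.90 for let-7a-5p, -2.96 for miR-486a-5p and 1.59 for miR-7210-5p. The difference was not tested. Opposite directions are frequent in these libraries, since 62 of the 121 miRNAs with a mean of at least 100 CPM also moved in opposite directions. Across these 121 miRNAs the ratios of the 2 ages were unrelated (r = 0.0122, across miRNAs, which are not independent replicates). At 6.5 dpp the median ratio of all miRNAs was 0.63 in CPM and 0.07 with median-of-ratios factors, whereas at 10.5 dpp it was -0.03 and -0.01. miR-210-3p, at 0.18 and -0.22 in CPM, is not among the 6 because its direction changed with the scaling. With median-of-ratios factors, miR-34c-5p gave 0.66 and -0.12 and miR-375-3p gave 0.56 and -0.48. A candidate explanation is that T6-12K, as 1 library apart from the other 3 cultures, sets these opposite directions. In CPM its smallest distance to them, 17.6, was 1.30 times the largest distance among those 3, 13.6. This separation depended on the scaling, since the same ratio was 0.975 in the values as deposited (20.9 against 21.4) and 1.03 with median-of-ratios factors (21.2 against 20.6). A deviating library and an effect of KSR restricted to 6.5 dpp cannot be told apart, because KSR at 6.5 dpp was sequenced in 1 library.

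In T6-12K, miR-141-3p was 8.18-fold, miR-205-5p 6.82-fold and miR-196b-5p 4.34-fold above the highest of the other 6 libraries. The paper does not discuss these miRNAs. Their reads in T6-12K numbered 1248, 208 and 1240. For miR-205-5p the highest other value is the worth of 5 reads in TAD, where it was listed at 0, so its ratio is a lower bound. miR-10a-5p was raised 3.95-fold in the same library. The authors' normalization is argued against, because 1 factor shifts all miRNAs alike and the median log2 ratio of all miRNAs in T6-12K to the other cultures was -0.093 in the values as deposited. Epithelial tissue in the explant remains open. All 10 other epithelial miRNAs listed were below the highest of the other 3 cultures in T6-12K, but 4 of them exceeded the remaining 2 cultures. The median log2 ratio of that list to the other cultures, -0.48, lay at percentile 60.2 of matched random lists. The list was written after the values had been seen, and the level of these miRNAs in all cultures would hide a small share of epithelium, so its presence and absence cannot be told apart. Reads of the far more abundant miR-10b-5p counted as miR-10a-5p remain open too. miR-10a-5p stood at 5.22 reads per 100 of miR-10b-5p in T6-12K and between 0.795 and 2.31 in the others, but the error rate of each library is not known. The KSR supplement remains open too. In T10-12K none of the 4 exceeded the highest uncultured library in CPM, the highest of the log2 ratios being -0.30. With median-of-ratios factors, however, miR-10a-5p in T10-12K exceeded TAD, its highest uncultured library (50722 against 49126). Against T10 alone, miR-10a-5p was higher in T10-12K in CPM (5818 against 4690), but not in the values as deposited (40196 against 40720). At 10.5 dpp 3 of the 4 were also lower with AlbuMAX I than with KSR, with log2 ratios of -0.29 for miR-10a-5p, -0.34 for miR-196b-5p (95% interval of counting error from -0.69 to 0.0042) and -2.89 or below for miR-141-3p, which had 31 reads with KSR and was listed at 0 with AlbuMAX I. An effect of KSR that is larger at 6.5 dpp and a peculiarity of the 1 library cannot be told apart.

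miR-465b-5p had 861 reads in T10-12A, 33.2-fold above the highest of the other libraries, of which 5 listed it at 0 and T6 had 10 reads. The ratio is a lower bound, since the highest other value is the worth of 5 reads in TAD. It lies on chromosome X of GRCm38, from 66829202 to 66829280 for its first copy, near miR-465c-5p at 66825955 to 66826035. The hairpins share a stretch of 33 nt. In T10-12A 8.37% of the reads on both were counted as miR-465b-5p. The 3p arms of miR-465a, miR-465b and miR-465c had 370, 740 and 740 reads in this library, a fixed ratio of 2.00 that recurs in every library, so their reads appear to be divided by a counting rule. Whether miR-465c-5p reads were assigned to miR-465b-5p in this library cannot be told apart from a true rise, because the reads themselves were not analysed here.

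miR-221-5p, which the paper does not discuss, was higher in every cultured than in every uncultured library, by 2.81-fold between the lowest cultured (8.62 CPM) and the highest uncultured library (3.07 CPM). The latter is TAD with 5 reads, at the limit of detection. The direction also held in the values as deposited and with the other scalings. miR-222-3p, lay 1.79-fold above in the same comparison. That comparison was made for all 331 miRNAs, where 9.46 would be separated by chance, and no biological explanation was tested.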

How the results depend on the processing

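No paired analysis was run. Each medium was sequenced at both starting ages, but pairs by age would rest on 1 library per condition. The alternatives that were chosen after seeing the data are named as such, and where a cause is not given it was not tested.

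The number of miRNAs with at least 50 reads lay between 326 and 331 except with 50 reads in every library, where it was 155 because fewer miRNAs qualify. Without the most abundant miRNA of each library, the log2 ratio of miRNA reads was -2.71 in TAD, -0.57 in the 6.5 dpp cultures and -0.93 in the 10.5 dpp cultures. With only miRNAs of at least 50 reads in every library it was -3.05 in TAD and -0.36 at 6.5 dpp. In the values as deposited, chosen after seeing the data, it was -0.70, 0.21 and -0.31, so the 6.5 dpp cultures reversed.

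The miRNAs lower in TAD numbered 180 in CPM, 170 with median-of-ratios factors and 172 with the trimmed mean of M-values, in place of 303. Filters that leave fewer miRNAs gave 147 of 155 and 113 of 121. In CPM with a mean of at least 100 CPM, a setting chosen after seeing the data, 57 were lower and 53 higher, so no majority of lower miRNAs was left in TAD. The miRNAs lower in culture numbered 92 with median-of-ratios factors, 70 with the trimmed mean of M-values (where 80 were higher), 107 and 86 under the filters, 106 at a 2-fold difference and 60 (17 higher) in CPM with a mean of at least 100 CPM, in place of 238. They ranged from 239 to 249 when each cultured library was left out. Leaving a library out relaxes the condition, so this count could not fall, and the range says nothing about stability. These counts depend on scaling because 1 factor shifts all miRNAs of a library, and the deposited values do not say which scaling is right. CPM, median-of-ratios factors and the trimmed mean of M-values take out a shift shared by all miRNAs. Their counts therefore cannot speak for or against a general fall. The depth from Fig. 7H, with shares read by eye, keeps such a shift and gave 303 lower in TAD and 243 in culture.

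The 16 miRNAs higher in every cultured library became 37 with median-of-ratios factors, 44 with the trimmed mean of M-values, 10 with the depth from Fig. 7H, 2 at a 2-fold difference and 5 with a mean of at least 100 CPM. When each cultured library was left out they ranged from 16 to 21, a count that could not fall for the same reason and that lies near the 16.6 expected by chance for 3 cultured libraries. The 69 lower miRNAs became 58 in the values as deposited, 33 with median-of-ratios factors, 22 with the trimmed mean of M-values, 7 with the depth from Fig. 7H, 23 at a 2-fold difference and 28 with a mean of at least 100 CPM. With median-of-ratios factors, the trimmed mean of M-values and the depth from Fig. 7H, more miRNAs were thus higher than lower. All 16 were kept with median-of-ratios factors and with the trimmed mean of M-values, 13 in the values as deposited and 8 with the depth from Fig. 7H. Of the 35 ways of choosing 4 of the 7 libraries, 9 gave at least 16 miRNAs, so this count is no larger than other groupings give. For the 69 lower miRNAs it was 2 of 35, and for the 22 with the trimmed mean of M-values 4 of 35. With the trimmed mean of M-values the actual grouping alone gave as many as 44, and with median-of-ratios factors 2 of 35 gave as many as 37.

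The smallest log2 ratio of the rising miRNAs was 5.90 in the values as deposited, 6.78 with median-of-ratios factors and 3.71 with the depth from Fig. 7H. For miR-101a-3p, the ratio of the lowest cultured to the highest uncultured library was 0.11 in the values as deposited and 0.18 with the trimmed mean of M-values, which reversed it, and -0.070 with median-of-ratios factors and -0.056 with the depth from Fig. 7H. Its AlbuMAX I to KSR ratio at 6.5 dpp was 1.05, 0.75, 0.83 and 1.26 under the values as deposited, median-of-ratios factors, the trimmed mean of M-values and the depth from Fig. 7H. At 10.5 dpp it was 0.92 in the values as deposited and 0.91 with the depth from Fig. 7H. The endothelial list, with 2 members, reversed from -0.03 to 0.61 with median-of-ratios factors. The 3 groups of the clustering, and 16 or 17 of the ratios to T6 below 1, held under every setting run. The lists outside the central 95% of random lists numbered 2 or 3. The depth of TAD limits every statement about low miRNAs there, since 5 reads stand for 3.07 CPM.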

Differences from the paper's values

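The setting that combines CPM with a minimum mean of 100 CPM was chosen after the result was seen, and the other settings in this part were set before the data were examined unless stated. The number of miRNAs with at least 50 reads, 330 against the paper's 331, did not differ by the criterion used. Only the count with at least 50 reads in every library, 155, differs from it.

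The paper describes miR-101a-3p as higher in cultured cells. In CPM it was higher in TAD, at 3680, than in T6-12K, at 1995, and T10-12K, at 3244, so the log2 ratio of the lowest cultured to the highest uncultured library was -0.88. Among the alternatives set before the data were examined, the values as deposited (0.11) and the trimmed mean of M-values (0.18) give the paper's direction, and median-of-ratios factors (-0.070), the depth from Fig. 7H (-0.056) and a pseudocount of 1 (-0.88) do not.

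The paper describes most miRNAs as decreasing in the more differentiated samples. In reads, CPM, median-of-ratios factors, the depth from Fig. 7H and the values as deposited (the last chosen after seeing the data), more miRNAs were lower than higher in both TAD and culture. With the trimmed mean of M-values 70 were lower and 80 higher in culture. This scaling, like CPM, takes out a shift shared by all miRNAs, so it cannot speak against a general fall. In CPM among miRNAs with a mean of at least 100 CPM, a setting chosen after seeing the values, TAD gave 57 lower and 53 higher.

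The tree of Fig. 8A joins T10-12K and T10-12A first among the cultured libraries. In CPM, T6-12A joined T10-12K first, at a distance of 11.9, and T10-12A joined them at 12.9. In the values as deposited, T10-12K and T10-12A joined first, at 18.5, as in the figure.

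The paper states a depth of 10 M sequences. The estimated reads on listed miRNAs alone were 13.4 M in T6 and T10 and 10.8 M in T6-12A. With the miRNA shares of Fig. 7H (about 80% in T6 and about 11% in TAD, read by eye), these reads would correspond to library depths between 14.8 M and 17.6 M.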

Other observations

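The tests on blood cells, on carry-over from the albumin and on groupings of the libraries for the raised miRNAs were set before the data were examined. So were the lists of this part and their medians in culture. This holds in CPM, with median-of-ratios factors and for members with a mean of at least 100 CPM. The other tests in this part were chosen after the result was seen.

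miRNAs of the Dlk1-Dio3 cluster, an imprinted group of miRNA genes, were lower in culture and in TAD. Of 62 miRNAs on the Dlk1-Dio3 list, 33 were in the table, and they map to chromosome 12 of GRCm38 between 109585789 and 109743795. Their median log2 ratio was -2.05 in culture and -2.72 in TAD, below all 10000 matched random lists, whose medians were -1.04 and -0.64. All 33 members were lower in both comparisons. The scaling of the libraries is argued against as the cause, because the median in culture was still -1.42 with median-of-ratios factors, where random lists stood at -0.41. Low reads are argued against by the 6 members with a mean of at least 100 CPM, whose median was -2.03. A biological hypothesis, that this cluster may be less active in the cells that prevail after culture and in the adult, was found and examined on the same libraries and was not tested further. In T6-12K the list was higher than in the other 3 cultures by a median log2 ratio of 0.35.

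TAD listed 64 miRNAs at 0, of which 20 are on the Dlk1-Dio3 list. The list leaves out some miRNAs of this cluster, such as miR-433-5p, which was also at 0. When T6 and T10 were thinned at random to the total of TAD, 200 times each, a mean of 30.6 and 21.2 miRNAs fell under 5 reads. For 27 of the 64, both prepuberal libraries kept at least 5 reads in every draw, so the smaller number of reads in TAD does not account for them, and 12 of these 27 are on the Dlk1-Dio3 list. A further 28 of the 64 kept a mean of at least 5 reads in both thinned libraries, though not 5 reads in every draw. Of all 54 listed miRNAs of this level, at most 9 fell under 5 reads in any draw, against the 28 at 0 in TAD. Fewer reads in the adult library therefore do not account for these 28 as a set, although single miRNAs among them are not settled. For the other 9, with a mean under 5 reads in at least 1 thinned library, a lower level and fewer reads in the adult library cannot be told apart at this depth.

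Loss of blood cells from the explants was examined with 2 lists. The medians of the erythroid and leukocyte lists were lower in 4 of 4 cultured libraries than in the prepuberal testes, at -1.70 and -1.20 over the 4. The leukocyte median rests on miR-150-5p, with 49 and 27 reads in T6 and T10 and at most 6 in culture. Its other member, miR-142a-5p, was higher in T10-12K (10.2 CPM) and T10-12A (8.99) than in T6 (8.53) and T10 (8.81). Random lists of the same expression fell about as much, and the erythroid list lay at percentile 36.3 of them and the leukocyte list, with 2 of 5 members listed, at 58.4. Loss of blood cells and a general fall of low miRNAs can therefore not be separated by these lists. miR-451a had 120 reads in T6 and 92 in T10 and was listed at 0 in all 4 cultured libraries. miR-144-3p, with 17 and 91 reads, was also at 0 in all 4. miR-144-5p, with 89 and 145 reads, was at 0 except for 5 reads in T10-12A. The other erythroid members are copies and arms of miR-486, and the list median lies among them. The percentile of 36.3 therefore says little about the members that fell to 0 or near it. In T6-12K the erythroid median was -0.19, against -2.38, -2.06 and -2.03 in T6-12A, T10-12K and T10-12A, and only the miR-486 members, copies with shared reads, were higher there than in the other cultures. Carry-over of miRNAs from the bovine albumin was examined with the erythroid list, since neither miRNA of the liver and serum list was in the table. With AlbuMAX I against KSR it was -1.62 at 6.5 dpp and 0.18 at 10.5 dpp. This ratio cannot decide the question, because the paper describes AlbuMAX I as an element of KSR, so both media may carry the albumin. miR-451a and miR-144-3p were listed at 0 with both media, so any contribution of these miRNAs stayed below 5 reads per library. For the miR-486 members, carry-over and its absence cannot be told apart.

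T6-12K differed from the other 3 cultures in other lists. The X-linked testis cluster was lower there by a median log2 ratio of -1.68, below all random lists, and the miR-34 and miR-449 family by -1.53, while the erythroid list was higher by 1.22. A candidate explanation is a smaller share of germ cells in this explant. Such a change alone should raise the lists of other cells alike. The endothelial members miR-126a-3p (29.6 CPM) and miR-126a-5p (124) lay within the range of the other 3 cultures. miR-133a-3p of the striated muscle list was higher in T6-12K (25.9 CPM) than in the others (8.62, 6.08 and 2.60). The erythroid list exceeded the leukocyte list by 1.67. Among pairs of random lists this gap lay at percentile 99.6 when the other cultures were averaged on the log2 scale and at 96.8 when their CPM were averaged. The erythroid members raised in T6-12K were copies and arms of miR-486, whereas random lists hold separate miRNAs. These percentiles may therefore overstate how unusual the gap is. miR-451a and miR-144-3p were listed at 0 in T6-12K, and the leukocyte list has 2 members. A smaller share of germ cells remains open and cannot be told apart from other explanations for this library.

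The remaining lists stayed within the central 95% of random lists in culture. Their medians were -0.03 for the endothelial list, -0.68 for the let-7 family, -1.004 for the miR-17 family clusters, -1.72 for the pluripotency clusters with 2 of 14 members listed, and -0.98 for the X-linked testis cluster. The striated muscle list had 1 listed member, miR-133a-3p, at -1.79. In TAD the let-7 family stood at -1.10 (percentile 2.10) and the X-linked testis cluster at 0.93 (percentile 99.9). Because the scaling shifts all miRNAs of a library, these medians move with it, whereas their percentiles change little.

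miR-7210-5p and miR-7229-5p, which the paper does not discuss, rose in culture as well as in TAD. miR-7210-5p lies on chromosome 14 of GRCm38 from 24088877 to 24088930, outside other annotated genes, and miR-7229-5p on chromosome 5 from 113324493 to 113324545. In culture the smallest pairwise log2 ratio was 7.64 for miR-7210-5p and at least 5.84 for miR-7229-5p, whose prepuberal values were all 0. Their read lengths were not analysed here, and no biological explanation was tested.

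The arms of the same hairpin serve as a check on single values. Across hairpins with at least 20 reads on both arms, the log2 ratios of the arms were related with r = 0.748 in TAD (31 hairpins), 0.729 in culture (46), 0.770 for AlbuMAX I against KSR at 6.5 dpp (49) and 0.286 at 10.5 dpp (51), where shuffled arms reached 0.306 at the upper end of their central 95%. Hairpins are not independent replicates. Between AlbuMAX I and KSR, the largest shared changes at both ages were ranked in CPM among the 121 miRNAs with a mean of at least 100 CPM. After that of miR-101a-3p, the largest rises were those of miR-146a-5p (at least 0.81) and miR-5099 (0.72). The largest shared falls were those of miR-410-3p (-0.36), miR-222-3p (-0.33) and miR-10a-5p (-0.29). At 6.5 dpp the median of the 121 was itself 0.73. With median-of-ratios factors the 2 rises were 0.26 and 0.27, and the falls -0.62, -0.31 and -0.27.

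The count of 16 raised miRNAs was reached or exceeded by 9 of the 35 ways of choosing 4 of the 7 libraries, and the 69 lower miRNAs by 2 of 35. In CPM the sum of both directions, 85, was reached by 1 of 35, the actual grouping itself. Under other scalings the actual grouping was not the largest. With median-of-ratios factors, T6-12A, T10-12K, T10-12A and TAD gave 27 higher and 49 lower miRNAs, against 37 and 33 for the actual grouping. In the values as deposited, T6-12K, T10-12K, T10-12A and TAD gave 2 and 92, against 18 and 58. These groupings of libraries are different conditions and not replicates.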
